# Modulation of the maternal immune system by the pre-implantation embryo

**DOI:** 10.1186/1471-2164-11-474

**Published:** 2010-08-13

**Authors:** Caroline G Walker, Susanne Meier, Mathew D Littlejohn, Klaus Lehnert, John R Roche, Murray D Mitchell

## Abstract

**Background:**

A large proportion of pregnancy losses occur during the pre-implantation period, when the developing embryo is elongating rapidly and signalling its presence to the maternal system. The molecular mechanisms that prevent luteolysis and support embryo survival within the maternal environment are not well understood. To gain a more complete picture of these molecular events, genome-wide transcriptional profiles of reproductive day 17 endometrial tissue were determined in pregnant and cyclic Holstein-Friesian dairy cattle.

**Results:**

Microarray analyses revealed 1,839 and 1,189 differentially expressed transcripts between pregnant and cyclic animals (with ≥ 1.5 fold change in expression; P-value < 0.05, MTC Benjamini-Hochberg) in caruncular and intercaruncular endometrium respectively. Gene ontology and biological pathway analysis of differentially expressed genes revealed enrichment for genes involved in interferon signalling and modulation of the immune response in pregnant animals.

**Conclusion:**

The maternal immune system actively surveys the uterine environment during early pregnancy. The embryo modulates this response inducing the expression of endometrial molecules that suppress the immune response and promote maternal tolerance to the embryo. During this period of local immune suppression, genes of the innate immune response (in particular, antimicrobial genes) may function to protect the uterus against infection.

## Background

Over the past three decades, there has been a coincidental decline in fertility associated with genetic selection for increased milk production. It is estimated that approximately 50% of the potential profitability from genetic selection for milk production is lost due to a reduction in fertility [1].

The fertilisation rate for lactating dairy cattle is around 90% and does not differ between low-moderate and high-producing animals when managed under pastoral conditions[2]. However, the calving rate in lower producing animals is approximately 55%, whereas for high-producing animals, this rate is approximately 35%[2]. Pregnancy losses are thought to occur primarily during the pregnancy recognition/pre-implantation period [2], making studies of endometrial gene expression critical to further understanding of pregnancy establishment, recognition and maintenance within the bovine reproductive cycle.

Successful pregnancy in mammals requires both a viable embryo and a receptive endometrium. Synchronous signalling between the endometrium and embryo during the pre-implantation period is critical for normal embryo development, implantation of the embryo, and placentation [3]. The early embryo is nourished by secretions (histotroph) from the uterine glands (intercaruncular endometrium) and during implantation forms a close physical association (attachment) with the caruncular endometrium [4]. Pregnancy thus represents an immunological contradiction, in that the immunologically foreign embryo is able to form a close physical relationship with the maternal endometrium that lasts throughout pregnancy. Under normal circumstances, a foreign tissue would likely be rejected by the recipient unless the immune system was significantly suppressed or tolerant to the tissue. That the embryo can survive in the presence of the maternal immune system has lead to the hypothesis that the uterus is an immunologically privileged site [5].

Several mechanisms have been proposed to account for the ability of the embryo to survive in the maternal environment including: antigenic immaturity of the conceptus (the bovine trophoblast, like other mammalian species, does not express classical polymorphic major histocompatibility complex (MHC) class 1 proteins in areas in contact with the maternal endometrium during early pregnancy [5]) and maternal immunological inertness to the conceptus or localised immune tolerance [6].

Local immunosuppression, required for establishment and maintenance of pregnancy, would leave the uterus vulnerable to infection. An increase in innate immune activity may be expected to protect the uterus from infection.

The aim of this study was to identify molecules and pathways involved in pregnancy recognition and maintenance and, in particular to characterise the local immune response that occurs in the endometrium as a consequence of pregnancy. The transcriptional response to the presence of an embryo was characterised during the pre-implantation period in dairy cows. Novel molecules and pathways potentially involved in mechanisms the embryo uses to evade the maternal immune system were identified.

## Results

### Differentially expressed genes

Microarray analyses revealed 1,839 and 1,189 differentially expressed transcripts between pregnant and cyclic animals (with ≥ 1.5 fold change in expression; P-value < 0.05, MTC Benjamini-Hochberg) in caruncular and intercaruncular endometrium respectively (Additional file 1, Table S1). 

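Caruncular and intercaruncular endometrium of 22 cows, 12 pregnant and 10 cyclic, was collected on day 17 of the reproductive cycle. Each sample was labelled with Cy5 and hybridised to a 2-colour Agilent oligonucleotide array against a Cy3-labelled pool of all 44 samples, without a dye swap. The data hold 48 arrays, since the caruncular samples of 1 pregnant and 3 cyclic cows were hybridised again. The 2 arrays of a repeated sample were averaged, so that each cow counts once per tissue. The authors' feature extraction software located the spots, subtracted the background and normalized the dyes by LOWESS. Its log ratio of sample to reference was taken to the log2 scale and averaged over the spots of a probe, and the array's median was subtracted. Of 21475 probes, 14717 were tested, those with a sample signal well above background and of at least 80 units in at least 22 of the 44 samples.
In caruncular tissue a median of 71.5% of spots (range 70.3 to 82.4, 13 arrays of 12 cows) was well above background in pregnant and 71.7% (69.3 to 80.1, 13 arrays of 10 cows) in cyclic animals. In intercaruncular tissue the median was 72.6% (69.8 to 84.0, 12 arrays) in pregnant and 70.0% (68.8 to 76.1, 10 arrays) in cyclic animals. The sample signal of a spot over its local background had a median of 22.9 in pregnant and 21.9 in cyclic caruncular arrays, against 15.4 and 11.7 in intercaruncular arrays. The difference between the 2 arrays of a repeated sample had a standard deviation (SD) of 0.10 to 0.15 over probes on the log2 scale. The number of cows limits the precision of every change given here. A change is the mean log2 ratio of pregnant cows less that of cyclic cows, tested by limma within each tissue with Benjamini-Hochberg adjustment over all probes tested. The threshold was a change of at least 1.5-fold with an adjusted p under 0.05.
In caruncular endometrium 1473 probes passed this threshold, and in intercaruncular endometrium 1071 probes. With Welch's version of the t-test named in the methods, the counts were 1386 and 997. The counts moved most with the slide as a fixed block, to 58 in caruncular and 129 in intercaruncular endometrium. That fit compares the states only on the 1 slide per tissue that holds both, with 3 pregnant cows and 1 cyclic cow. With the slide as a random block the counts were 1118 and 656.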

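Of the probes past the threshold, 851 rose and 622 fell in pregnant cows in caruncular endometrium. In intercaruncular endometrium 590 rose and 481 fell. The median change over all probes tested was -0.04 in caruncular and -0.01 in intercaruncular tissue on the log2 scale. Without the filter on signal 1009 of 1693 and 680 of 1243 probes rose.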

The majority of transcripts were up-regulated in pregnant animals (1027 in caruncular, 633 in intercaruncular). Some genes were differentially expressed between pregnant and cyclic animals in either the caruncular or intercaruncular tissues. Of these, 1027 (480 up-regulated in pregnant) differentially expressed transcripts were identified in caruncular endometrium only, and a further 377 (86 up-regulated in pregnant) differentially expressed transcripts were identified only in intercaruncular tissue (Figure 1).

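In the 2 fits, 719 probes passed the threshold in caruncular endometrium alone, of which 344 rose in pregnant cows. A further 317 probes passed it in intercaruncular endometrium alone, of which 83 rose. Of the 719 probes, 700 changed in the same direction in intercaruncular tissue, and 239 had an adjusted p under 0.05 there. Of the 317 probes, 297 changed in the same direction in caruncular tissue, and 79 had an adjusted p under 0.05 there. The difference of the pregnancy effect between the tissues was tested by limma as an interaction over all 44 samples, and 3 probes had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1085 such probes. That fit takes the 2 tissues of a cow as independent, so a high adjusted p from it is weak evidence of equal changes. With the cow as a fixed replicate block the interaction passed in 152 probes. On simulated data with a cow effect shared by the tissues, the 2 fits recovered 40.3% and 67.2% of 1.5-fold differences. They called 0 and 13 unchanged probes there.
The probe A_73_106620, for the transcript CB449833, rose by 0.61 on the log2 scale (standard error 0.08, adjusted p = 8.29e-06) in caruncular tissue, in 12 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular tissue it fell by 0.39 on the log2 scale (standard error 0.15, adjusted p = 0.0604), in 10 of 12 pregnant cows below that mean, and the difference between the tissues was 1.00 (adjusted p = 0.00655). MAPK8IP1 fell by 1.49 on the log2 scale (standard error 0.28, adjusted p = 0.00297) in intercaruncular tissue, in 8 of 8 pregnant cows with a value, against 4 cyclic cows with a value. In caruncular tissue its change was 0.12 (adjusted p = 0.567, 12 pregnant and 6 cyclic cows), and the difference between the tissues was 1.61 (adjusted p = 0.0425). The next probes by p were NME7 and LBXCOR1, with differences of -1.17 and 0.69 and the same adjusted p of 0.0557. Both passed with the cow as a fixed replicate block, with adjusted p of 0.00976 and 0.0116.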

**Figure 1:**
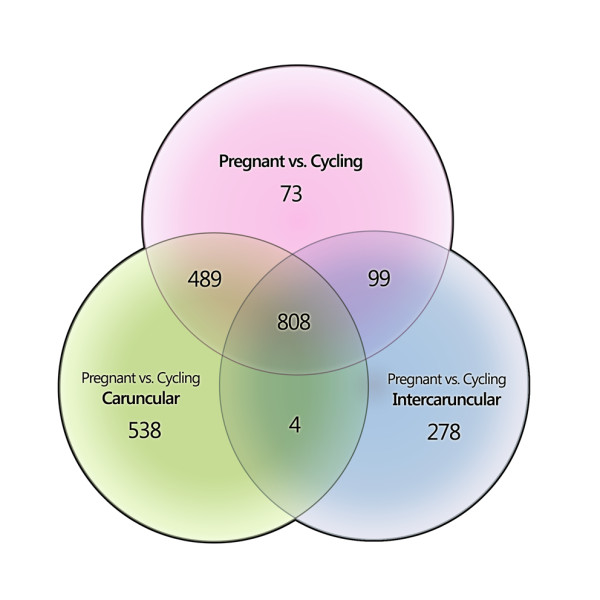
**Number of genes differentially expressed between pregnant and cyclic animals in both and individual tissue types**. Genes with ≥ 1.5 fold change in expression; P-value < 0.05, Benjamini-Hochberg MTC.

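With the mean of each cow's 2 tissues as 1 value, limma placed 1208 probes past the threshold between the 12 pregnant and 10 cyclic cows, of which 736 rose and 472 fell. With the 44 samples as separate replicates the count was 1255. That alternative takes the tissues of a cow as independent. With the cow as a random replicate block, a fit chosen after the data were seen, the count was 1195.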

### Molecular and biological function and pathway analysis

Ingenuity pathway analysis (IPA) revealed molecular networks and pathways associated with genes that were differentially expressed in pregnant versus cyclic animals. 1,499 individual genes were contained within the Ingenuity database and were used for analysis. 

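The gene lists that Table S2 gives for these pathways were compared in each tissue. The study drew them from genes that differed on these same arrays, so a test of a list is not independent evidence. Of 26 interferon signalling genes with a probe passing the filter, 24 rose and 1 fell past the threshold in caruncular tissue, with a median change of 1.85 on the log2 scale. In intercaruncular tissue 21 rose and 1 fell, with a median of 1.49. Adjusted over the list alone, the counts were again 25 and 22. Of 22 genes of the pattern recognition list 19 passed in caruncular and 12 in intercaruncular tissue, with median changes of 1.08 and 0.66. Adjusted over the list alone, 19 and 13 passed. Of 10 antigen presentation genes 8 and 6 passed, both over all probes and adjusted over the list alone, with medians of 0.90 and 0.73.
The set test camera with its preset correlation between genes placed each of these lists above the other probes in both tissues. For antigen presentation its adjusted p was 1.56e-11 in caruncular and 3.54e-08 in intercaruncular tissue. With the correlation estimated from the arrays, the adjusted p of the 3 lists lay between 0.00419 and 0.0137. The rotation test fry gave the same direction for each of them, with an adjusted p of at most 3.26e-06. The counts past the threshold moved most with the slide as a fixed block in limma, to 7 and 11 for interferon signalling and 4 and 5 for pattern recognition. For antigen presentation 0 genes passed in that fit, and 6 of 10 in each tissue had an unadjusted p under 0.05.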

The four most statistically significant canonical pathways identified by IPA were interferon signalling (Figure 2), complement system (Figure 3), Role of pattern recognition receptors in the recognition of bacteria and viruses, and antigen presentation (Additional file 2, Table S2). The networks generated by IPA that contained the most significant number of genes with direct relationships (molecules that directly affect one another) were:

**Figure 2:**
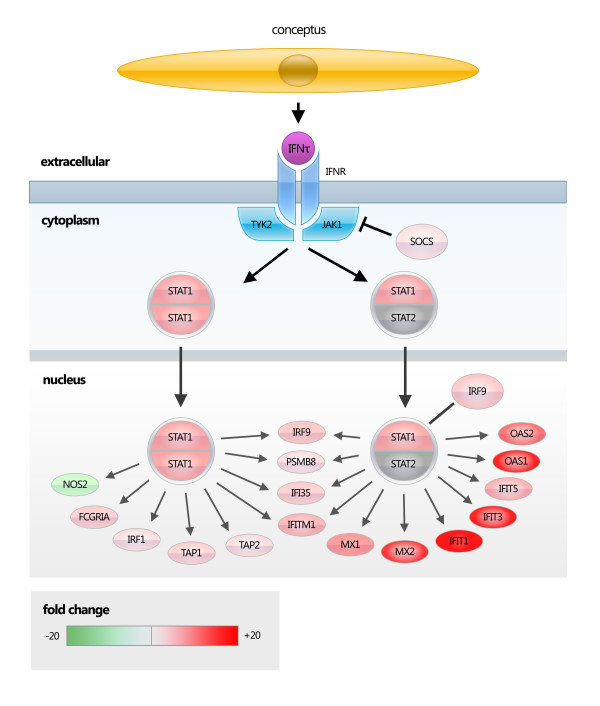
**Interferon signalling cascade**. Genes differentially expressed between pregnant and cyclic dairy cows in the study reported are shaded red (up-regulated in pregnant) and green (down-regulated in pregnant). The bovine embryo produces IFNτ which binds to type-1 interferon receptors, leading to the activation of the JAK-STAT (Janus kinase-signal transducer and activator of transcription) pathway and the synthesis of a range of interferon stimulated gene products.

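The probe for STAT2 did not pass the filter, and its signal in cyclic cows was at background. In caruncular tissue it was at least 1.90-fold higher in pregnant cows, with 11 of 12 above every cyclic cow. IRF9 rose by 2.49 on the log2 scale (standard error 0.15, adjusted p = 5.58e-11) in caruncular and by 2.00 (standard error 0.13, adjusted p = 1.59e-10) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow in each tissue. SOCS1 rose by 1.19 on the log2 scale (standard error 0.28, adjusted p = 0.00373) and by 0.64 (standard error 0.17, adjusted p = 0.00897), in 11 of 12 and 12 of 12 pregnant cows above the mean of cyclic cows.
Of the kinases drawn at the receptor, TYK2 fell by 0.38 on the log2 scale (standard error 0.07, adjusted p = 0.000219) in caruncular tissue, less than the threshold in size, in 12 of 12 pregnant cows below the mean of cyclic cows. A second probe for TYK2 changed by 0.09 (adjusted p = 0.269), so the direction rests on 1 probe. JAK1 changed by -0.10 (adjusted p = 0.411) in caruncular and -0.19 (adjusted p = 0.109) in intercaruncular tissue, in 8 of 12 and 9 of 12 pregnant cows below the mean of cyclic cows. NOS2 fell by 0.66 on the log2 scale (standard error 0.12, adjusted p = 0.000262) and by 0.77 (standard error 0.15, adjusted p = 0.00114), in 12 of 12 pregnant cows below the mean of cyclic cows in each tissue. IFI35 rose by 1.39 and 0.97, IRF1 by 1.22 and 0.66 and IFIT5 by 2.82 and 2.52, each past the threshold and in all 12 pregnant cows. FCGR1A rose by 1.63 and 1.07 past the threshold, in 12 of 12 and 11 of 12 pregnant cows.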

**Figure 3:**
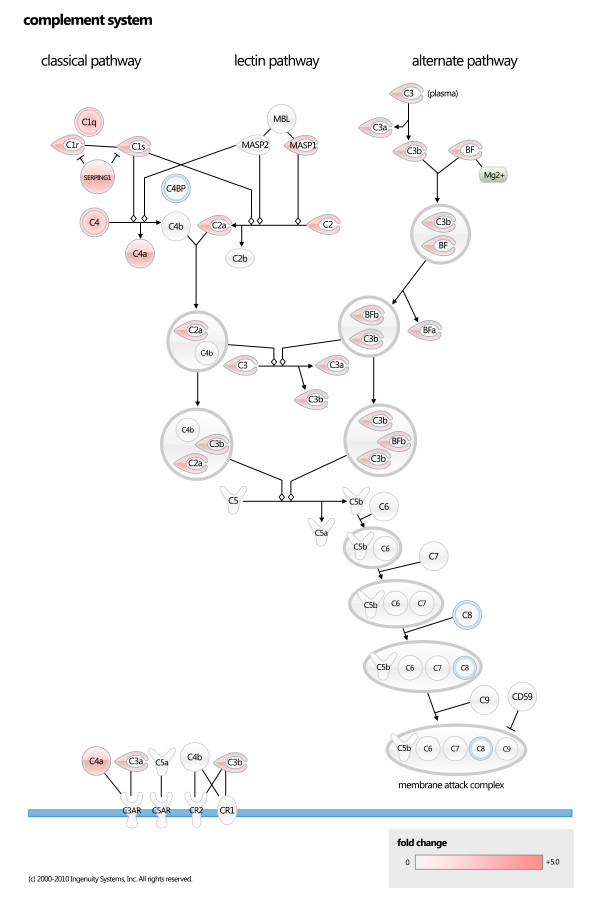
**Complement pathway**. Genes up-regulated in pregnant dairy cows are shaded red. The complement system is part of the innate immune response and can be activated in three ways: classical pathway, alternative pathway and lectin pathway, all of which converge at the level of C3 convertase. The Classical pathway begins with activation of the C1 complex (6xC1q, 2xC1r and 2xC1s) through the binding of C1q to antigen bound antibodies (IgG or IgM) or directly to the surface of a pathogen. Binding causes a conformational change in C1q which leads to activation of C1r and C1s (serine proteases), this leads to cleavage of C4 and C2. The cleavage products of C4 and C2 form C3 convertase cleaves C3, leading to the formation of C5 convertase that cleaves C5 and results in formation of the membrane attack complex[73].

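Outside the C1 complex, C4A rose by 1.67 on the log2 scale (standard error 0.36, adjusted p = 0.00186) in caruncular and by 1.34 (standard error 0.34, adjusted p = 0.00726) in intercaruncular endometrium, in 11 of 12 pregnant cows above the mean of cyclic cows in each tissue. C2 rose by 1.79 on the log2 scale (standard error 0.26, adjusted p = 3.84e-05) in caruncular tissue, in 12 of 12 pregnant cows. Its change in intercaruncular tissue was 0.48 (adjusted p = 0.309), in 7 of 12 pregnant cows, and the difference between the tissues was 1.32 (adjusted p = 0.388). With the cow as a fixed replicate block the adjusted p of that difference was 0.00741. MASP1 rose by 1.31 on the log2 scale (standard error 0.34, adjusted p = 0.00689) and C3 by 0.75 (standard error 0.23, adjusted p = 0.0198) in caruncular tissue, each in 11 of 12 pregnant cows. Their changes in intercaruncular tissue did not pass, at 0.29 (adjusted p = 0.566) in 8 of 12 and 0.43 (adjusted p = 0.229) in 8 of 12 pregnant cows. CFB, drawn as BF, rose by 0.98 on the log2 scale (standard error 0.26, adjusted p = 0.00823) in caruncular tissue, in 11 of 12 pregnant cows. In intercaruncular tissue it rose by 0.59 on the log2 scale (standard error 0.28, adjusted p = 0.14), in 10 of 12 pregnant cows. The differences between the tissues for MASP1, C3 and CFB were 1.02, 0.33 and 0.39, with adjusted p of 0.646, 0.96 and 0.957.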

- **Network 1 **- Cell death, hematological disease, immunological disease (score = 49, 28 molecules)

- **Network 2 **- Infection mechanism, antimicrobial response, cell signaling (score = 45, 26 molecules)

- **Network 3 **- Infectious disease, cell morphology, cellular assembly and organization (score = 43, 26 molecules)

- **Network 4 **- Cellular growth and proliferation, connective tissue development and function, cell cycle (score = 23, 16 molecules)

- **Network 5 **- Lipid metabolism, molecular transport, small molecule biochemistry (score = 21, 15 molecules).

'Functional groups' and biological processes associated with pregnancy and estrous cycle progression (cycling animals) in the dairy cow during the preimplantation period were identified. Genes were assigned to molecular and biological functions using the PANTHER (Protein Analysis Through Evolutionary Relationships) classification system (http://www.pantherdb.org/). The biological process "immunity and defence" contained the most genes for this analysis. 

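Of the 49 genes of the immunity and defence list with a probe passing the filter, 48 rose past the threshold in caruncular tissue and 48 in intercaruncular tissue. Adjusted over the list alone, 48 and 49 passed. The list was drawn from genes that differed on these arrays. Its median change was 2.30 in caruncular and 1.71 in intercaruncular endometrium on the log2 scale, and 47 of the 49 genes changed more in caruncular tissue. The smallest change in caruncular tissue was that of KLRF1, which rose by 1.13 on the log2 scale (standard error 0.18, adjusted p = 7.9e-05), in 12 of 12 pregnant cows above the mean of cyclic cows. With the slide as a fixed block 6 and 9 of the genes passed.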

(Additional file 3, Table S3).

### Relative quantitative real time PCR confirmation of microarray results

Relative qRT-PCR was used to confirm microarray results. 

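On the arrays each of OXTR, OAS2, SPP1, CXCL11 and IDO was read from 1 probe. The oxytocin receptor gene OXTR (probe A_73_100134) fell by 2.98 on the log2 scale (standard error 0.31, adjusted p = 3.65e-07) in caruncular tissue, in 12 of 12 pregnant cows below every cyclic cow. In intercaruncular tissue it fell by 2.94 on the log2 scale (standard error 0.48, adjusted p = 0.000183), in 11 of 12 pregnant cows below the mean of cyclic cows. OAS2 (probe A_73_119693) rose by 3.82 on the log2 scale (standard error 0.25, adjusted p = 1.52e-10) and by 2.90 (standard error 0.24, adjusted p = 9.29e-09), in 12 of 12 pregnant cows above every cyclic cow in each tissue. SPP1 (probe A_73_116474) rose by 2.49 on the log2 scale (standard error 0.74, adjusted p = 0.0164) and by 1.66 (standard error 0.45, adjusted p = 0.0117), in 10 of 12 pregnant cows above the mean of cyclic cows in each tissue. With the slide as a random block SPP1 no longer passed, at 2.33 (adjusted p = 0.0805) and 1.59 (adjusted p = 0.0785). Over its alternatives other than the slide as a fixed block, its adjusted p reached 0.0805 and 0.0785 at most, and with that block it was 0.89 and 0.519.
CXCL11 (probe A_73_103394) rose by 2.68 on the log2 scale (standard error 0.47, adjusted p = 0.000252) and by 2.03 (standard error 0.45, adjusted p = 0.00322), in 12 of 12 pregnant cows above the mean of cyclic cows in each tissue. IDO, listed by its symbol IDO1 (probe A_73_118680), rose by 3.27 on the log2 scale (standard error 0.46, adjusted p = 2.18e-05) and by 2.50 (standard error 0.47, adjusted p = 0.000828), also in 12 of 12 pregnant cows. Over both tissues of a cow together the fold change was -7.80 for OXTR, 10.3 for OAS2, 4.20 for SPP1, 5.11 for CXCL11 and 7.37 for IDO. None of the 5 genes had a difference of the effect between the tissues past the threshold by limma, with adjusted p between 0.507 and 0.999. With the cow as a fixed replicate block the difference of OAS2 passed (adjusted p = 0.00348). The qRT-PCR values were not analysed here.

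**Figure D1:**
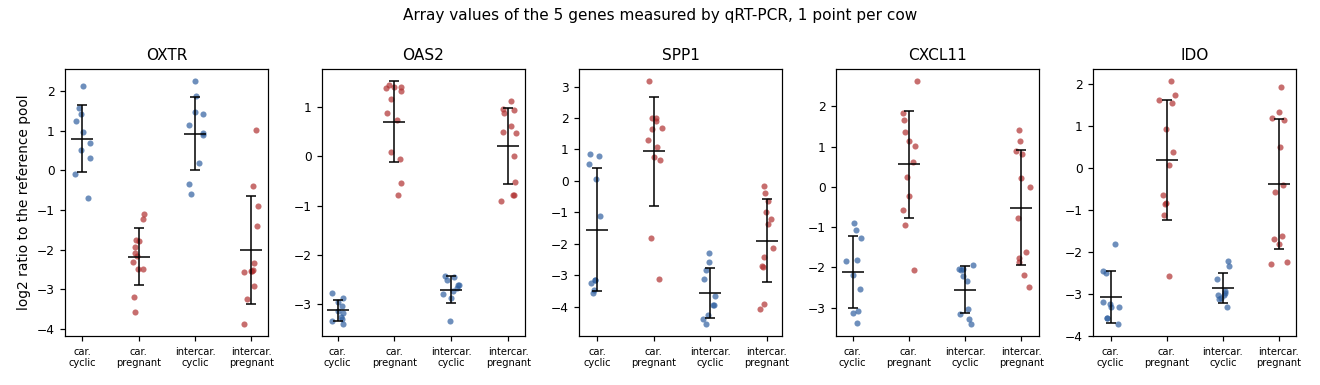
Log2 ratio of sample to reference pool on the arrays for the 5 genes, with 1 point per cow (12 pregnant, 10 cyclic) in caruncular (car.) and intercaruncular (intercar.) tissue, a bar at the mean and whiskers of 1 SD. In caruncular tissue OXTR lies between -0.71 and 2.13 in cyclic and between -3.59 and -1.11 in pregnant cows.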

5 genes of interest (OXTR, IDO, SPP1, OAS2, and CXCL11) that were differentially expressed according to microarray analysis were quantified, and the correlation between qRT-PCR and microarray (Pearson correlation coefficient) calculated exceeded 0.75 for all genes tested (Table 1, Figure 4).

**Table 1:** RT-PCR confirmation of microarray

Fold change Pregnant vs Cyclic				Primer Sequences		
	**Microarray**	**RT-PCR**	**Correlation**	**Forward**	**Reverse**	**Probe**

OXTR	-7.26	-10.55	0.90	cgtgcagatgtggagtgtct	ttgcagcagctgttgagg	UPL#162

OAS2	10.94	31.05	0.93	tggacggtcaactacagttttg	ctgggtccaagatcacagg	UPL#69

SPP1	3.41	3.60	0.75	aagttccgccgatctaacg	cctcactctctatgtgtgatgtgaa	UPL#82

CXCL11	5.23	6.95	0.83	tgctgcaattgttcaaggtt	tctgccactttgactgctttt	UPL#81

IDO	15.25	28.97	0.76	acgtaggctttgctcttcca	gagatccaggcatcataagga	UPL#65

**Figure 4:**
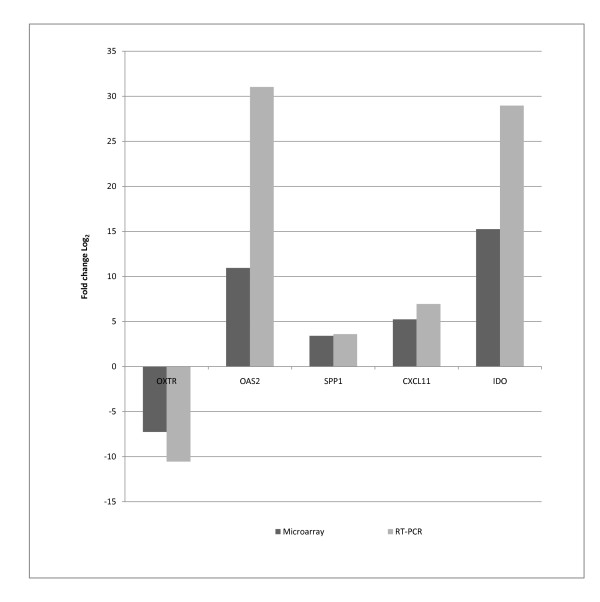
**RT-PCR confirmation of microarray**.

## Discussion

### Genes up-regulated in pregnant animals

In this study, endometrial expression profiles of day 17 pregnant and cyclic dairy cows were characterized and several genes and pathways that were differentially expressed between the two states were identified, providing insight into the molecular mechanisms active during this time. Genes and pathways involved in the maternal immune response to the presence of the embryo appear to be particularly important in early pregnancy, as these were some of the most up-regulated genes in pregnant animals. 

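The largest rises in caruncular endometrium past the threshold were those of 2 probes for RSAD2, followed by IFIT1, MX2 and LBP. IFIT1 rose by 5.14 on the log2 scale (standard error 0.29, adjusted p = 1.62e-11) and MX2 by 4.90 (standard error 0.19, adjusted p = 5.69e-14), in 12 of 12 pregnant cows above every cyclic cow. In intercaruncular endometrium the largest rises were those of RSAD2, the transcript CB441016 (probe A_73_116721), CCL11 and LBP. CCL11 was above background in 2 of 10 arrays of cyclic cows there, so its place among them is uncertain. CB441016 rose by 3.75 on the log2 scale (standard error 0.31, adjusted p = 8.65e-09) there, again in all 12 pregnant cows above every cyclic cow. The largest falls in caruncular endometrium after CYP2C18 were those of OXTR, the transcript EE981171 (probe A_73_110903), LOC521910 and KCNK12. CYP2C18 fell by 3.40 on the log2 scale (standard error 0.57, adjusted p = 0.000156) in caruncular and by 2.49 (standard error 0.48, adjusted p = 0.00112) in intercaruncular tissue, in 12 of 12 pregnant cows below the mean of cyclic cows. In caruncular tissue of pregnant cows 6 of 13 arrays measured CYP2C18 above background and 4 of 13 LOC521910, so the sizes of these falls are less certain. EE981171 had the largest fall in intercaruncular endometrium and fell by 3.28 on the log2 scale (standard error 0.52, adjusted p = 0.000158), in 12 of 12 pregnant cows. KCNK12 fell by 2.38 on the log2 scale (standard error 0.38, adjusted p = 9.29e-05) in caruncular and by 1.36 (standard error 0.42, adjusted p = 0.0254) in intercaruncular tissue, in 11 of 12 and 10 of 12 pregnant cows. KCNK12 changed direction in intercaruncular tissue with the slide as a fixed block, to 1.36 (adjusted p = 0.573). From the place of immune genes among the largest rises, the paper proposes that the maternal immune response to the embryo is particularly important in early pregnancy.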

The immune response to pregnancy may be one of the key regulators of pregnancy maintenance, and deregulation of the immune response may be responsible, at least in part, for the large number of pregnancy losses that occur during this time. Both innate and adaptive immune system genes were differentially expressed during early pregnancy. Many genes of the adaptive immune response that were up-regulated may function to induce immune tolerance to the embryo, while genes of the innate immune response (in particular, antimicrobial genes) may function to protect the uterus against infection during a time of local immune suppression.

### Immune response and interferon signalling

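The list for activation of interferon regulatory factors (IRF) in Table S2 had the highest median change of the lists compared, 2.87 in caruncular and 2.33 in intercaruncular endometrium on the log2 scale. Of its 10 genes 9 rose past the threshold in caruncular and 8 in intercaruncular tissue, and adjusted over the list alone 10 and 9. With camera and an estimated correlation its adjusted p was 0.00455 in both tissues, and with the slide as a fixed block 4 and 5 of its genes passed. IFIT2 rose by 4.32 on the log2 scale (standard error 0.42, adjusted p = 8.69e-08) and DDX58 by 4.08 (standard error 0.24, adjusted p = 2.88e-11) in caruncular tissue. In intercaruncular tissue IFIT2 rose by 2.64 (standard error 0.34, adjusted p = 9.41e-06) and DDX58 by 3.14 (standard error 0.19, adjusted p = 4.28e-11). For both genes all 12 pregnant cows lay above every cyclic cow in each tissue. IFIT2 was above background in 5 of 13 caruncular and 4 of 10 intercaruncular arrays of cyclic cows.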

Interferon stimulated genes (ISG) were among the most up-regulated group of genes in pregnant animals; this is consistent with maximal production of the pregnancy recognition signal interferon tau (IFNτ) by the embryo during this time. The most statistically significant networks up-regulated in pregnant animals were involved in the immune response, and immunity and defence were identified as the most abundant gene ontology terms.

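ISG15 rose by 3.13 on the log2 scale (standard error 0.26, adjusted p = 6.16e-09) in caruncular and by 2.48 (standard error 0.27, adjusted p = 6.41e-07) in intercaruncular endometrium. IFIT3 rose by 4.57 on the log2 scale (standard error 0.34, adjusted p = 1.41e-09) and by 3.56 (standard error 0.35, adjusted p = 1.61e-07). For both genes 12 of 12 pregnant cows lay above every cyclic cow in each tissue. Among other interferon stimulated genes, EIF2AK2 rose by 3.27 and 2.63, IFIH1 by 3.27 and 2.40 and ADAR by 1.81 and 1.33, all past the threshold in both tissues and in all 12 pregnant cows above every cyclic cow.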

Several ISGs were identified as being differentially expressed in pregnant and cyclic animals, in agreement with previous studies [7-11]. The current study, however, has identified several additional ISG not previously identified in the bovine endometrium (Figure 2, Additional file 2, Table S2). Many of these genes may function to provide localized immune system suppression to allow the embryo to survive within the uterus. For example, IFITM1 has recently been demonstrated to act as an immune suppressive molecule in gastric cancer cells [12]. 

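Table S2 marks 12 interferon stimulated genes as new to the bovine endometrium, and each had a probe passing the filter. In caruncular endometrium 11 of them passed the threshold, with a median change of 1.01 and a range from -0.66 for NOS2 to 3.44 for IFI44 on the log2 scale. In intercaruncular endometrium 9 passed, with a median of 0.70 and a range from -0.77 to 2.58. IFI44 had an adjusted p of 1.59e-13 and 1.58e-11 in the 2 tissues, with 12 of 12 pregnant cows above every cyclic cow. IRF3 rose by 1.09 on the log2 scale (standard error 0.13, adjusted p = 2.03e-06) in caruncular tissue, in 12 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular tissue its change was 0.41 (adjusted p = 0.111) in 12 of 12 pregnant cows, and the difference between the tissues was 0.67 (adjusted p = 0.416). IFRG15 rose by 0.70 on the log2 scale (standard error 0.11, adjusted p = 8.51e-05) in caruncular tissue, in 12 of 12 pregnant cows, and by 0.34 (adjusted p = 0.01) in intercaruncular tissue, below the threshold in size, in 11 of 12.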

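IFITM1 rose by 2.63 on the log2 scale (standard error 0.23, adjusted p = 1.3e-08) in caruncular and by 2.49 (standard error 0.23, adjusted p = 4.35e-08) in intercaruncular endometrium. In each tissue all 12 pregnant cows lay above every cyclic cow. IFITM3 rose by 1.95 and 1.71, and its other 2 probes gave rises of 1.63 and 3.02 in caruncular tissue, all past the threshold.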

The upregulation of IFITM1 in cancer cells was associated with an increase in migration and invasive capacity, and its action in gastric tumour cells was linked to suppression of NK cells [12]. 

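TAP1 rose by 1.76 on the log2 scale (standard error 0.22, adjusted p = 3.53e-06) in caruncular and by 1.27 (standard error 0.21, adjusted p = 0.000186) in intercaruncular endometrium, in 12 of 12 pregnant cows above the mean of cyclic cows. TAP2 rose by 0.58 on the log2 scale (standard error 0.10, adjusted p = 0.000275) and by 0.37 (standard error 0.09, adjusted p = 0.00461), in 12 of 12 and 11 of 12 pregnant cows. Both changes of TAP2 lay below the threshold in size, though in caruncular tissue it passed with normexp and loess, the repeat array, the slide as a random block and the deposited matrix, at 0.59 to 0.62.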

Peptide Transporter 1 (TAP-1) and TAP-2 were up-regulated in pregnant animals in agreement with another study [13] along with MHC I A, and MHC I G. Upregulation of TAP proteins may be involved in local immune suppression, as upregulation of TAP1 has been associated with the capacity of natural killer cells to be non-cytotoxic [14]. Kalkunte et al 2009 demonstrated that the non-cytotoxic phenotype of uNK cells is achieved through the expression of vascular endothelial growth factor-C (VEGF-C), which enhances the resistance of trophoblast and endothelial cells to lysis through induction of the TAP-1 protein [14]. They reported that VEGF-C protected target endothelial and trophoblast cells from cytotoxic NK cells directly through induction of TAP-1.

Additionally, in agreement with a local immune suppression environment, IFIT1, OAS1 and OAS2 are up-regulated in the autoimmune disease systemic lupus [15]. 

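IFIT1 rose by 3.39 on the log2 scale (standard error 0.30, adjusted p = 2.67e-08) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow. The probe for OAS1 did not pass the filter on signal, and its values come from the fit without the filter. In that fit OAS1 rose by 3.04 on the log2 scale (standard error 0.30, adjusted p = 2.85e-07) in caruncular tissue, in 12 of 12 pregnant cows above every cyclic cow. In intercaruncular tissue it rose by 1.72 on the log2 scale (standard error 0.44, adjusted p = 0.0111), in 11 of 12 pregnant cows above the mean of cyclic cows. In cyclic cows 2 of 13 caruncular and 2 of 10 intercaruncular arrays measured OAS1 above background.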

OAS upregulation during early pregnancy is also involved in regulating the production of osteopontin (SPP1) [16,17], that was also up-regulated in pregnant animals. Upregulation of SPP1 in pregnant animals may have several functions, including promoting adhesion of the trophoblast to the endometrium, stimulating morphological changes in the trophoblast [18], and regulating the immune response. SPP1 is expressed and secreted by immune cells including T-lymphocytes, monocytes, macrophages and NK cells. SPP1 is presumed to regulate the TH1/TH2 balance and apoptosis[18]. SPP1 polymorphisms are associated with many immune-mediated inflammatory diseases [19] consistent with a local immune suppressive state. Quantitative trait (QTL) analyses in pigs have identified SPP1 as a candidate gene for reproductive performance [20].

Alternatively, upregulation of these genes may be an important mechanism to enhance the response to potential viral pathogens that the uterus may encounter during the time of local immune suppression that occurs in response to the embryo. This Hypothesis is supported by the upregulation of MX1 and MX2, both of which are up-regulated in response to viral infection [21,22]. 

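MX1 rose by 3.28 on the log2 scale (standard error 0.21, adjusted p = 6.88e-11) in caruncular and by 2.50 (standard error 0.17, adjusted p = 2.63e-10) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow in each tissue. In intercaruncular tissue MX2 rose by 2.90 on the log2 scale (standard error 0.30, adjusted p = 2.95e-07), also in 12 of 12 pregnant cows above every cyclic cow. The rise of MX2 differed between the tissues by 1.99 (adjusted p = 0.0157, limma interaction). The difference for MX1 was 0.78 (adjusted p = 0.429), and with the cow as a fixed replicate block it passed (adjusted p = 0.00725).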

MX2 expression is also up-regulated in peripheral blood leukocytes during pregnancy [23], suggesting the innate immune system is active during early pregnancy.

Several of the above genes are also thought to be important regulators of luteolysis [21]. For example, OAS inhibits prostaglandin F2α synthesis, possibly through alteration of arachidonic acid metabolism [24]. Interestingly, MX2 expression is lower in the uterus of pregnancies with cloned embryos than in embryos produced by IVF.

#### Cytokines, chemokines, and growth factors

Pregnancy requires a delicate balance between pro-inflammatory and anti-inflammatory molecules to maintain maternal immune system integrity, while preventing rejection of the embryo. Expression patterns of chemokines and their receptors during the implantation period suggest that they are involved in the regulation of embryo attachment as well as having immunomodulatory properties. Chemokines attract leukocytes to sites of inflammation, and contribute to their local activation.

Several chemokines were up-regulated in pregnant animals in agreement with other studies [25-28]. 

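CXCL9 rose by 2.59 on the log2 scale (standard error 0.48, adjusted p = 0.000472) in caruncular and by 2.11 (standard error 0.50, adjusted p = 0.00501) in intercaruncular endometrium, in 11 of 12 and 12 of 12 pregnant cows above the mean of cyclic cows. CXCL10 rose by 3.21 on the log2 scale (standard error 0.50, adjusted p = 7.28e-05) and by 2.06 (standard error 0.43, adjusted p = 0.00185), in 12 of 12 pregnant cows in each tissue. The differences between the tissues were 0.48 for CXCL9 (adjusted p = 0.999), 1.16 for CXCL10 (adjusted p = 0.787) and 0.65 for CXCL11 (adjusted p = 0.957). None of these differences passed with the cow as a fixed replicate block either, at adjusted p of 0.552, 0.147 and 0.436.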

The CXCR3 ligands CXCL9, CXCL10 and CXCL11 were all up-regulated in pregnant animals, a difference that is more pronounced in the caruncular compared with intercaruncular tissue. CXCR3 is preferentially expressed on TH1 cells, and the expression of ligands for this receptor suggests there may be an influx of TH1 cells into the uterus. Upregulation of the CXCR3 receptor ligands and the influx of TH1 cells have been associated with allograft rejection [25,29]. However since CXCR3 was not up-regulated, it suggests that either TH1 cell numbers were not increased in the uterus of pregnant animals, or that they were not expressing this receptor. 

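The probe for CXCR3 did not pass the filter on signal. Without the filter it rose by 0.51 on the log2 scale (standard error 0.27, adjusted p = 0.2) in caruncular tissue, in 11 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular tissue its signal in cyclic cows was at background, and it was at least 1.39-fold higher in pregnant cows (adjusted p = 0.0654, in 11 of 12). Neither change passed the threshold.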

CXCR3 is also expressed in human uterine natural killer cells [30], so upregulation of these chemokines may function to attract the trophoblast and/or uNK cells. Several chemokines that were up-regulated in pregnant animals are known to attract immune tolerance promoting leukocytes, including TH2 and NK cells. For example, CCL11, which was upregulated in both intercaruncular and caruncular tissue in pregnant animals attracts CCR3-expressing TH2 cells [31], and CCL2, which was only upregulated in caruncular tissue, attracts leukocytes expressing its receptor CCR2 [31,32]. 

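CCL11 rose by 3.30 on the log2 scale (standard error 0.57, adjusted p = 0.000234) in caruncular and by 3.70 (standard error 0.58, adjusted p = 0.000123) in intercaruncular endometrium, in 11 of 12 and 12 of 12 pregnant cows above the mean of cyclic cows. Among arrays of cyclic cows 3 of 13 and 2 of 10 measured it above background. CCR3 changed by -0.29 (adjusted p = 0.411) in caruncular tissue, in 7 of 12 pregnant cows below that mean, and by 0.09 (adjusted p = 0.799) in intercaruncular tissue, in 7 of 12 above it. CCL2 rose by 1.04 on the log2 scale (standard error 0.33, adjusted p = 0.0215) in caruncular tissue, in 10 of 12 pregnant cows. In intercaruncular tissue its change was 0.55 (adjusted p = 0.203) in 7 of 12 pregnant cows, and the difference between the tissues was 0.49 (adjusted p = 0.94). The signal of CCR2 was at background in cyclic cows of both tissues, and its probe did not pass the filter.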

Consistent with this is the association of CCL2 upregulation with immune tolerance in endometriosis, a mechanism suggested to act through its action on the FAS ligand, inducing apoptosis of T lymphocytes [33]. 

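FASLG rose by 0.91 on the log2 scale (standard error 0.14, adjusted p = 7.26e-05) in caruncular and by 0.69 (standard error 0.15, adjusted p = 0.00252) in intercaruncular endometrium, where 5 of 10 arrays of cyclic cows measured it above background. FAS rose by 0.84 on the log2 scale (standard error 0.20, adjusted p = 0.00406) and by 0.72 (standard error 0.17, adjusted p = 0.00496). Both genes were higher than the mean of cyclic cows in 12 of 12 pregnant cows in each tissue. Over the alternatives other than the slide as a fixed block, neither gene always passed in intercaruncular tissue. The lowest change there was 0.44 for FASLG and 0.57 for FAS, and the highest adjusted p was 0.0495 and 0.103. FADD rose by 0.63 on the log2 scale (standard error 0.25, adjusted p = 0.0606) and by 0.71 (standard error 0.25, adjusted p = 0.0508), in 11 of 12 and 12 of 12 pregnant cows, and did not pass the threshold. The gene passed in both tissues with the scan date as a fixed block, at 0.61 and 0.69, and with the deposited matrix, at 0.66 and 0.72. Its second probe changed by -0.04 (adjusted p = 0.708) and 0.03 (adjusted p = 0.878). For the first probe of FADD 1 cyclic cow lay far below the others, which enlarges both rises. Its log2 ratio was -2.66 against a mean of -0.30 in caruncular and -2.97 against -0.56 in intercaruncular tissue. For CASP8 the same cow lay at -2.13 in caruncular tissue, against a mean of 0.03. CASP8 rose by 1.24 on the log2 scale (standard error 0.24, adjusted p = 0.00065) and by 0.87 (standard error 0.22, adjusted p = 0.00778), in 12 of 12 pregnant cows.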

The FAS ligand, along with FAS and the downstream effector molecules FADD and caspase were all upregulated in pregnant animals in both tissue types. Another NK cell attracting chemokine up-regulated in pregnant animals was CCL8 [34]. This chemokines was upregulated 17 fold in the caruncular endometrium, and 9 fold in the intercaruncular endometrium. In addition to attracting NK cells, CCL8 can attract monocytes, lymphocytes, eosinophils, and basophils through its capacity to bind to the CCL2 receptor CCR2 as well as CCR1, CCR3 and CCR5. Both CCR1 and CCR5 were upregulated in caruncular and intercaruncular tissues of pregnant animals. 

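CCL8 (probe A_73_116397) rose by 4.07 on the log2 scale (standard error 0.35, adjusted p = 1.57e-08) in caruncular endometrium, a change of 16.8-fold. In intercaruncular endometrium it rose by 3.20 on the log2 scale (standard error 0.30, adjusted p = 9.04e-08), a change of 9.17-fold. In each tissue all 12 pregnant cows lay above every cyclic cow. Its rise differed between the tissues by 0.87 (adjusted p = 0.755).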

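CCR1 rose by 1.46 on the log2 scale (standard error 0.43, adjusted p = 0.0151) in caruncular and by 1.00 (standard error 0.21, adjusted p = 0.00186) in intercaruncular endometrium, in 11 of 12 pregnant cows above the mean of cyclic cows in each tissue.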

Co-expression of proteases that can convert CCL8 to CCL8(6-75) results in an anti-inflammatory response, as CCL8(6-75) can inhibit other chemokines through its ability to act as a receptor antagonist [35].

Several interleukins that were up-regulated in pregnant animals may function to increase the presence of immune tolerance promoting T-regulatory (T-reg) cells in the uterus, as well as shifting the inflammatory balance towards an anti-inflammatory response. T-reg cells require low levels of some cytokines in order to differentiate from naive CD4+ T cell precursors, with high levels blocking suppression. In particular, IL-15, which was up-regulated 2 fold in the caruncular endometrium of pregnant animals. 

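IL15 rose by 0.84 on the log2 scale (standard error 0.18, adjusted p = 0.00191) in caruncular endometrium, a change of 1.79-fold, in 12 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium it rose by 0.56 on the log2 scale (standard error 0.16, adjusted p = 0.0163), below the threshold in size, in 11 of 12 pregnant cows. That change passed with the slide as a fixed block (1.87), the slide as a random block (0.74) and the deposited matrix (0.59). Its change differed between the tissues by 0.28 (adjusted p = 0.932).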

IL-15 also induces proliferation of T-reg cells [36]. Another cytokine that was up-regulated in the pregnant endometrium, IL-7, is considered a growth and survival promoting factor for T-reg cells [37]. 

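IL7 rose by 1.60 on the log2 scale (standard error 0.29, adjusted p = 0.000403) in caruncular and by 1.10 (standard error 0.28, adjusted p = 0.00708) in intercaruncular endometrium, in 12 of 12 pregnant cows above the mean of cyclic cows in each tissue.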

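IL1B rose by 0.79 on the log2 scale (standard error 0.28, adjusted p = 0.0431) in caruncular tissue, in 11 of 12 pregnant cows above the mean of cyclic cows. Its change in intercaruncular tissue was 0.38 (adjusted p = 0.259), in 10 of 12 pregnant cows. IL18 rose by 0.85 on the log2 scale (standard error 0.15, adjusted p = 0.000255) and by 0.65 (standard error 0.14, adjusted p = 0.0027) in the 2 tissues, in 12 of 12 and 11 of 12 pregnant cows. The difference between the tissues was 0.41 for IL1B (adjusted p = 0.938) and 0.20 for IL18 (adjusted p = 0.958).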

Interleukin1β (IL-1β) and interleukin 18 (IL-18) are pro-inflammatory cytokines that were up-regulated in pregnant animals. Caspase 1, which proteolytically cleaves the IL-1β precursor to its active form, was also up-regulated in the caruncular endometrium of pregnant animals. Inhibitors of these cytokines, IL-1RN and IL-18BP were also up-regulated in pregnant animals. 

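CASP1 rose by 0.79 on the log2 scale (standard error 0.17, adjusted p = 0.00156) in caruncular endometrium, in 12 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium its change was 0.52 (adjusted p = 0.0747), in 9 of 12 pregnant cows, and the difference between the tissues was 0.27 (adjusted p = 0.957).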

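IL1RN rose by 1.10 on the log2 scale (standard error 0.27, adjusted p = 0.00444) and IL18BP by 0.70 (standard error 0.12, adjusted p = 0.000264) in caruncular endometrium, each in 12 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium IL1RN changed by 0.28 (adjusted p = 0.458), in 7 of 12 pregnant cows. IL18BP rose by 0.42 on the log2 scale (standard error 0.13, adjusted p = 0.027) there, below the threshold in size, in 10 of 12 pregnant cows. The differences between the tissues were 0.82 for IL1RN (adjusted p = 0.628) and 0.28 for IL18BP (adjusted p = 0.833).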

IL-1RN has recently been reported to be up-regulated in the pregnant equine endometrium [38], and down-regulated during the window of implantation in the cyclic human [39].

The TGFβ superfamily is a large functionally diverse protein family which includes several subfamilies including activins, bone morphogenic proteins (BMPs) and growth differentiation factors (GDF) [40]. 

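TGFB1 fell by 0.74 on the log2 scale (standard error 0.17, adjusted p = 0.00453) in intercaruncular endometrium, in 12 of 12 pregnant cows below the mean of cyclic cows. In caruncular endometrium its change was -0.30 (adjusted p = 0.144), in 10 of 12 pregnant cows. TGFB2 fell by 0.67 on the log2 scale (standard error 0.16, adjusted p = 0.0044) in caruncular and by 0.83 (standard error 0.14, adjusted p = 0.00029) in intercaruncular tissue, in 12 of 12 pregnant cows in each. TGFB3 fell by 0.64 on the log2 scale (standard error 0.20, adjusted p = 0.0249) in intercaruncular tissue, in 11 of 12 pregnant cows, and in caruncular tissue its change was -0.40 (adjusted p = 0.128), in 10 of 12. A second probe for TGFB3 did not pass in either tissue, with adjusted p of 0.573 and 0.403. The differences between the tissues were 0.44 for TGFB1 (adjusted p = 0.745) and 0.24 for TGFB3 (adjusted p = 0.978).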

Members of this family were differentially regulated with respect to pregnancy in the current study including TGFβ1, 2 and 3, which were all down-regulated in pregnant animals. The TGF-β superfamily members have immunomodulatory/inflammatory actions, some of which may be important during pregnancy recognition and maintenance. However, in the current study TGFβ1, 2, and 3, TGFβ1I1, and BMP6 were all down-regulated in pregnant animals, while TGFβI was up-regulated in pregnant animals in caruncular endometrium. 

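TGFB1I1 fell by 0.79 on the log2 scale (standard error 0.17, adjusted p = 0.00195) in intercaruncular tissue, in 12 of 12 pregnant cows below the mean of cyclic cows. In caruncular tissue it fell by 0.39 on the log2 scale (standard error 0.09, adjusted p = 0.00335), below the threshold in size, in 11 of 12 pregnant cows. BMP6 fell by 0.64 on the log2 scale (standard error 0.13, adjusted p = 0.00121) in caruncular tissue, in 12 of 12 pregnant cows. In intercaruncular tissue BMP6 fell by 0.44 on the log2 scale (standard error 0.15, adjusted p = 0.0385), below the threshold in size, in 11 of 12. TGFBI rose by 0.70 on the log2 scale (standard error 0.21, adjusted p = 0.0158) in caruncular tissue, in 12 of 12 pregnant cows above the mean of cyclic cows, and in intercaruncular tissue its change was 0.32 (adjusted p = 0.0995), in 9 of 12. The adjusted p for the difference between the tissues was 0.649 for TGFB1I1, 0.96 for BMP6 and 0.846 for TGFBI, where the differences were 0.40, -0.19 and 0.38.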

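Myostatin (MSTN) fell by 1.53 on the log2 scale (standard error 0.36, adjusted p = 0.00376) in caruncular endometrium, in 11 of 12 pregnant cows below the mean of cyclic cows. In intercaruncular endometrium its change was -0.79 (adjusted p = 0.169), in 10 of 12 pregnant cows. INHBA fell by 0.79 on the log2 scale (standard error 0.22, adjusted p = 0.00961) and by 0.61 (standard error 0.16, adjusted p = 0.0103) in the 2 tissues, in 11 of 12 pregnant cows in each. INHBB fell by 1.03 on the log2 scale (standard error 0.27, adjusted p = 0.00667) in caruncular tissue, in 12 of 12 pregnant cows, and in intercaruncular tissue its change was -0.56 (adjusted p = 0.254), in 11 of 12. The difference between the tissues was -0.74 for MSTN (adjusted p = 0.881) and -0.48 for INHBB (adjusted p = 0.941). Follistatin (FST) rose by 1.56 on the log2 scale (standard error 0.28, adjusted p = 0.000299) in caruncular and by 1.34 (standard error 0.32, adjusted p = 0.00561) in intercaruncular tissue, in 12 of 12 pregnant cows above the mean of cyclic cows. Over both tissues of a cow together its change was 2.73-fold (adjusted p = 0.000216).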

Other members of this family that were down-regulated in pregnancy include; myostatin, Inhibin β A and Inhibin β B, this is coupled with increased expression of follistatin (2.8 fold), an inhibitor of both activins and myostatin. While activins have immunomodulatory actions [41] the GDF, myostatin has been proposed to have a role in glucose metabolism [42] in the placenta [43], and in an endometrial cell line [44]. Myostatin may be an important regulator of glucose availability to the embryo through regulation of glucose in endometrial histotroph secretions, and later for fetal development through regulation of placental glucose transport. Reduced myostatin accompanied by increased follistatin indicates that this pathway is under tight control during early pregnancy.

#### Antigen presentation and complement related genes

Complement pathway genes are some of the most commonly up-regulated genes in this and previous studies of endometrial gene expression during the window of implantation [8,45-47]. In particular, several molecules involved in activation of complement via the classical pathway were up-regulated in pregnant animals (Figure 3). 

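Each of the 11 complement genes of Table S2 rose in both tissues. In caruncular endometrium 10 of them passed the threshold, with a median change of 1.31 on the log2 scale. In intercaruncular endometrium 5 passed, and adjusted over the list alone 6, with a median of 0.72. The study drew this list from genes that differed on these arrays. With camera and an estimated correlation the adjusted p of the list was 0.0138 in caruncular and 0.11 in intercaruncular tissue. Fry gave 1.4e-06 and 0.00236. A fixed block for the slide in limma left 0 genes past the threshold in both tissues, with 1 and 0 at an unadjusted p under 0.05 and a median change of 0.91 and 0.65. A random block for the slide left 3 genes in intercaruncular tissue.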

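The genes of the C1q subunits rose in both tissues. C1QB rose by 1.79 on the log2 scale (standard error 0.22, adjusted p = 3.92e-06) in caruncular and by 1.23 (standard error 0.28, adjusted p = 0.00341) in intercaruncular endometrium, in 12 of 12 and 11 of 12 pregnant cows above the mean of cyclic cows. C1QA rose by 1.05 and 0.72 and C1QC by 1.24 and 0.89, past the threshold in both tissues. C1R rose by 1.53 on the log2 scale (standard error 0.27, adjusted p = 0.000311) and by 1.09 (standard error 0.21, adjusted p = 0.00113), in 12 of 12 and 11 of 12 pregnant cows. C1S rose by 1.58 on the log2 scale (standard error 0.28, adjusted p = 0.000346) and by 1.24 (standard error 0.25, adjusted p = 0.0016), in 12 of 12 pregnant cows in each tissue.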

Upregulation of complement may serve to provide the developing embryo with protection against pathogens and/or immune complexes and apoptotic cells, an important adaptation given the local immune suppressive state necessary for successful embryo implantation and placentation. Molecules that protect against complement mediated cells are expressed in the endometrium and trophoblast [48]. 

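PTX3 rose by 1.32 on the log2 scale (standard error 0.66, adjusted p = 0.141) in caruncular endometrium, in 9 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium it rose by 1.37 on the log2 scale (standard error 0.49, adjusted p = 0.0507), in 11 of 12 pregnant cows. Neither change passed the threshold, while the change in intercaruncular tissue passed with the stricter filter and, at 1.35 and 1.39, with the scan date as a fixed block and the deposited matrix. Between the tissues the change of PTX3 differed by -0.05 (adjusted p = 0.999).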

Consistent with this observation, pentraxin 3 (PTX3) was up-regulated in pregnant animals, particularly in the caruncules. PTX3 binding to the C1q complex can activate or inhibit the classical complement pathway depending on the nature of the interaction [49,50]. Upregulation of PTX3 may function to control the complement cascade in the pregnant animal and prevent excessive inflammatory reactions. Another gene that was up-regulated and may function to inhibit complement mediated immune responses is SERPING1. 

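SERPING1 rose by 0.85 on the log2 scale (standard error 0.19, adjusted p = 0.00203) in caruncular endometrium, in 11 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium its change was 0.39 (adjusted p = 0.18), in 8 of 12 pregnant cows. The rise of SERPING1 differed between the tissues by 0.47 (adjusted p = 0.806), and with the cow as a fixed replicate block it passed (adjusted p = 0.00741).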

SERPING1 is a progesterone-induced, immunosuppressive and anti-proliferative glycoprotein contained in uterine secretions [51]. SERPING1 can inhibit complement-mediated immune responses through inactivation of C1s. Upregulation of SERPING1 may function to suppress a complement-mediated immune response to fetal antigens, and may also be important for embryonic growth. SERPING1 has been proposed to support conceptus growth through its ability to sequester the pluripotent growth factor activin A. Because of its immunosuppressive and anti-proliferative properties, it has been hypothesized to prevent fetal allograph rejection through inhibition of lymphocyte proliferation in the uterus [51]. Other SERPIN's that were differentially regulated include; SERPINA9, SERPINA1 and SERPINB11.

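SERPINA1 fell by 1.41 on the log2 scale (standard error 0.39, adjusted p = 0.011) in caruncular endometrium, in 11 of 12 pregnant cows below the mean of cyclic cows. In intercaruncular endometrium its change was -0.38 (adjusted p = 0.494), in 8 of 12 pregnant cows, and the difference between the tissues was -1.03 (adjusted p = 0.747). SERPINA1 changed direction in caruncular tissue with the slide as a fixed block, to 0.46 (adjusted p = 0.932). SERPINB11 fell by 0.91 on the log2 scale (standard error 0.35, adjusted p = 0.0556) and by 0.69 (standard error 0.36, adjusted p = 0.178) in the 2 tissues, in 11 of 12 and 8 of 12 pregnant cows, and did not pass. SERPINB11 passed in caruncular tissue, at -0.85, with each array as a replicate, a setting chosen after the data were seen. No probe listed as SERPINA9 was found.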

Other genes that were up-regulated in pregnant tissue encode immunoproteasome subunits PSMB8 and PSMB9, and antigenic peptide transporters TAP1 and TAP2 [52]. These results identify modulation of the extent and specificity of antigen presentation as a mechanism likely required for pregnancy success.

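PSMB8 rose by 0.93 on the log2 scale (standard error 0.10, adjusted p = 4.23e-07) in caruncular and by 0.73 (standard error 0.16, adjusted p = 0.00238) in intercaruncular endometrium. PSMB9 rose by 1.14 on the log2 scale (standard error 0.13, adjusted p = 1.64e-06) and by 0.92 (standard error 0.16, adjusted p = 0.000536). Both genes were higher than the mean of cyclic cows in 12 of 12 pregnant cows in each tissue.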

MHC class 1 and class 2 molecules along with B2 M were identified as being up-regulated in pregnant animals. 

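B2M rose by 1.37 on the log2 scale (standard error 0.21, adjusted p = 5.56e-05) in caruncular and by 0.89 (standard error 0.15, adjusted p = 0.000389) in intercaruncular endometrium, in 12 of 12 pregnant cows above the mean of cyclic cows in each tissue. Among MHC class 2 genes, HLA-DMB rose by 1.24 on the log2 scale (standard error 0.13, adjusted p = 3.01e-07) and by 1.01 (standard error 0.19, adjusted p = 0.000627), also in all 12 pregnant cows. HLA-DRA rose by 0.86 on the log2 scale (standard error 0.13, adjusted p = 5.3e-05) and by 0.73 (standard error 0.15, adjusted p = 0.00199), in 12 of 12 and 11 of 12 pregnant cows. HLA-DOA rose by 0.70 on the log2 scale (standard error 0.15, adjusted p = 0.00167) in caruncular tissue, in 12 of 12 pregnant cows. In intercaruncular tissue its change was 0.38 (adjusted p = 0.0969) in 9 of 12 pregnant cows, and the difference between the tissues was 0.32 (adjusted p = 0.866).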

Up-regulation of MHC class 1 and B2 M in response to pregnancy and interferons has been demonstrated [53,54]. Downregulation of classical MHC class 1 molecules in trophoblast tissue is a well characterized mechanism proposed to prevent immunological attack of the embryo [5]. The expression of MHC molecules in uterine tissue during pregnancy is poorly characterised. It has been proposed that upregulation of MHC class 1 molecules and B2 M may compensate for loss of mucin expression in the endometrial luminal epithelium[53]. Mucin-1 (MUC-1) forms part of the glycocalyx barrier that provides innate immune protection against bacterial infections; downregulation of MUC-1 is thought to be required for embryo attachment as the ectoderm tail presents a steric hindrance to attachment [52]. 

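MUC1 fell by 0.71 on the log2 scale (standard error 0.28, adjusted p = 0.062) in caruncular endometrium, in 10 of 12 pregnant cows below the mean of cyclic cows, and did not pass the threshold. With each array as a replicate, a setting chosen after the data were seen, it passed at -0.65. In intercaruncular endometrium its change was -0.05 (adjusted p = 0.846), in 6 of 12 pregnant cows. The change of MUC1 differed between the tissues by -0.66 (adjusted p = 0.68).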

MUC-1 was down-regulated in pregnant animals in the study reported here, suggesting this mechanism may be active in the bovine endometrium also. Furthermore, the non-classical MHC class 1 molecule HLA-G was up-regulated in pregnant animals, perhaps to support an immunosuppressive action on the maternal immune system.

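HLA-G rose by 0.63 on the log2 scale (standard error 0.19, adjusted p = 0.0176) in caruncular endometrium, in 10 of 12 pregnant cows above the mean of cyclic cows. In intercaruncular endometrium it rose by 0.52 on the log2 scale (standard error 0.20, adjusted p = 0.0611), in 10 of 12 pregnant cows, and did not pass. Between the tissues the rise of HLA-G differed by 0.11 (adjusted p = 0.999).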

#### Antimicrobial response genes

Several antimicrobial genes are up-regulated in the endometrium of pregnant animals. LBP and BPI, encode proteins that bind bacterial endotoxin. Both were up-regulated in pregnant animals, 19 fold and 6 fold respectively, as was the antibacterial gene LYZ1 which was up-regulated 2.4 fold in pregnant animals. 

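LBP (probe A_73_103022) rose by 4.77 on the log2 scale (standard error 0.36, adjusted p = 1.32e-09) in caruncular and by 3.64 (standard error 0.38, adjusted p = 4.05e-07) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow in each tissue. A second probe for LBP (A_73_104583) changed by -0.01 (adjusted p = 0.93) and 0.18 (adjusted p = 0.333), so the rise rests on 1 probe. BPI rose by 2.89 on the log2 scale (standard error 0.40, adjusted p = 1.57e-05) and by 2.13 (standard error 0.40, adjusted p = 0.000882), in 12 of 12 pregnant cows above the mean of cyclic cows in each tissue. LYZ rose by 0.85 on the log2 scale (standard error 0.38, adjusted p = 0.105) and by 1.21 (standard error 0.48, adjusted p = 0.0764), in 10 of 12 and 11 of 12 pregnant cows, and did not pass. With each array as a replicate, chosen after the data were seen, LYZ passed in caruncular tissue, at 1.08. Over both tissues of a cow together the change was 18.4-fold for LBP, 5.69-fold for BPI and 2.04-fold for LYZ, with an adjusted p for LYZ of 0.0567.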

Increased expression of these genes in pregnant animals may confer innate immune protection against potential bacterial infection during a time of local immune suppression, as occurs during pregnancy [55].

#### Other immune response related genes

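The gene of tryptophanyl-tRNA synthetase (listed as WARS1) rose by 1.90 on the log2 scale (standard error 0.24, adjusted p = 4.02e-06) in caruncular and by 1.26 (standard error 0.23, adjusted p = 0.000604) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow in each tissue. These are changes of 3.73-fold and 2.39-fold. For IDO the changes in the 2 tissues were 9.62-fold and 5.64-fold.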

Indoleamine -2,3 dioxygenase (IDO) and tryptophanyl-tRNA synthetase (TTS/WARS) were up-regulated 5.7 fold and 2.4 fold respectively in endometrium of pregnant cows' in the current study. Upregulation of IDO has been reported in other species [56-58] and is likely to have an immunosuppressive function in the cow. Munn et al (1998) described a novel mechanism by which the maternal system prevents fetal rejection through increased IDO expression, specifically through the suppression of T-cell activity. Dendritic cell expression of IDO causes increased catabolism of the essential amino acid tryptophan, and increased concentration of the tryptophan metabolites 3-OH-Kynurenine and 3-OH-anthranilic acid. Tryptophan catabolism reduces the amount of tryptophan available in the microenvironment for protein synthesis, and can thus prevent expansion of T-cells. In addition, tryptophan metabolites have immunosuppressive properties such that they cause T-cell apoptosis. Cells expressing IDO are protected against tryptophan starvation, possibly through expression of TTS/WARS. TTS is the only known aminoacyl-tRNA synthetase induced by interferon gamma. The formation of a tryptophan-tRNA complex results in the generation of a reservoir of tryptophan that may function to protect IDO expressing cells from tryptophan depletion. Upregulation of these genes suggests this mechanism is active in the pregnant bovine endometrium and is likely an important contributor to pregnancy success in dairy cattle.

Several galectins were differentially expressed between pregnant and cyclic animals. Galectin 9 was up-regulated 2.8 fold in pregnant cows while galectin 8 and galectin 3 binding protein (caruncular only) were up-regulated 1.7 and 2.2 fold respectively. In contrast, galectin 12 was down-regulated in pregnant animals (1.6 fold) compared to cyclic animals. 

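LGALS9 rose by 1.92 on the log2 scale (standard error 0.17, adjusted p = 1.22e-08) in caruncular and by 1.47 (standard error 0.24, adjusted p = 0.000181) in intercaruncular endometrium, in 12 of 12 pregnant cows above every cyclic cow in each tissue. LGALS8 rose by 0.77 on the log2 scale (standard error 0.19, adjusted p = 0.00517) in caruncular tissue, in 12 of 12 pregnant cows above the mean of cyclic cows. There 1 cyclic cow lay far below the others, at -1.73 against a mean of 0.15, which enlarges this rise. In intercaruncular tissue LGALS8 rose by 0.55 on the log2 scale (standard error 0.18, adjusted p = 0.0345), below the threshold in size, in 11 of 12 pregnant cows. A second probe for LGALS8 passed in both tissues, with changes of 1.04 (adjusted p = 0.0187) and 0.99 (adjusted p = 0.0258). LGALS3BP rose by 1.05 on the log2 scale (standard error 0.10, adjusted p = 1.17e-07) and by 0.73 (standard error 0.08, adjusted p = 1.97e-06), past the threshold in both tissues and in 12 of 12 pregnant cows above every cyclic cow. Its changes were 2.07-fold and 1.66-fold, and the difference between the tissues was 0.32 (adjusted p = 0.54).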

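LGALS12 fell by 0.74 on the log2 scale (standard error 0.18, adjusted p = 0.00646) in intercaruncular endometrium, a change of -1.67-fold, in 12 of 12 pregnant cows below the mean of cyclic cows. In caruncular endometrium its change was -0.08 (adjusted p = 0.323), in 9 of 12 pregnant cows, and the difference between the tissues was 0.66 (adjusted p = 0.269). LGALS12 changed direction in intercaruncular tissue with the slide as a fixed block, to 0.12 (adjusted p = 0.915).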

Galectins are a family of lectins that bind to beta-galactoside motifs in ligands such as laminin, fibronectin, and mucins in bivalent or multivalent ways, to modulate cellular adhesion [59]. Galectin 3 binding protein (Lgals3bp) can bind to Galectin -1, -3 and -7, promoting cell-cell adhesion through bridging between galectin molecules bound to ECM components [60,61]. It can also self-assemble to form high molecular weight complexes that promote cell adhesion through binding of integrins, collagens and fibronectin independently of Galectin 3 [61]. It has been demonstrated that Galectin-9 administration improves the survival of allogenic skin grafts in mice, possibly through induction of host cytotoxic CD8a+ T cell apoptosis [62]. Galectin-9 inhibits the secretion of TH1 and TH17 type cytokines, and promotes the synthesis of TH2 type cytokines in vitro [63]. Galectin-9 is potentially involved in modulation of the immune system during early pregnancy through its ability to induce apoptosis of immune cells, including activated CD4+ and CD8+ T cells through Ca2+ calpain caspase 1 pathway [64].

Some of the most highly expressed genes in the pregnant animals in this study were guanylate binding proteins (GBP), which belong to a family of GTPases that also includes Mx proteins (up-regulated in pregnant animals). GBPs regulate inhibition of proliferation, invasion of endothelial cells and cell survival. GBPs bind to guanine nucleotides, they contain two binding motifs. GBP-1 is up-regulated in the human endometrium during the window of implantation [65], and GBP1 and GBP-3,-4,-5 are up-regulated in the bovine endometrium at day 18 of pregnancy [10]. Consistent with this premise, GBP-1,-2,-3,-4 and GBP-6-7 were up-regulated in pregnant animals in the current study. 

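GBP4 had the largest change of this family in caruncular endometrium and rose by 3.28 on the log2 scale (standard error 0.33, adjusted p = 2.13e-07), and in intercaruncular endometrium it rose by 2.42 (standard error 0.26, adjusted p = 8.17e-07). GBP7 rose by 3.17 on the log2 scale (standard error 0.28, adjusted p = 1.76e-08) and by 2.37 (standard error 0.32, adjusted p = 1.65e-05). For both genes 12 of 12 pregnant cows lay above every cyclic cow in each tissue. A second probe gave smaller rises for each, of 1.16 and 0.80 for GBP4 and 1.46 and 0.90 for GBP7, all past the threshold. GBP1 rose by 3.05 and 2.28, GBP2 by 3.03 and 2.25, GBP3 by 2.85 and 2.41 and GBP6 by 2.22 and 1.70. Each of these changes passed the threshold, with an adjusted p of at most 0.00676 and at least 11 of 12 pregnant cows above the mean of cyclic cows.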

GBPs are up-regulated in patients with inflammatory bowel disease (IBD) and also found to be associated with epithelial tight junctions, where downregulation of GBP through siRNA causes an increase in barrier permeability [66]. It has recently been suggested that the functional significance of GBP upregulation is to protect cells against pro-inflammatory cytokine induced apoptosis [66].

### Difference in caruncular and intercaruncular endometrial tissue

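Past the threshold in both tissues were 754 probes, of which 507 rose and 0 changed in opposite directions. They made up 754 of the 1473 probes of caruncular and of the 1071 probes of intercaruncular endometrium. In 100 splits of the cows into groups of the same sizes, only the real split gave as many shared probes. The count moved most with the slide as a fixed block, to 43 probes.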

The majority of genes differentially expressed between pregnant and cyclic animals are in both caruncular and intercaruncular tissues. However, the magnitude of differential expression between pregnant and cyclic endometrium differs in the two tissues, and there are some genes that are only differentially expressed in one of the two tissue types. The caruncules of the endometrium are specialised projections that are the site of embryo attachment. Caruncules become highly vascularised, and are the major site for small molecule and gaseous exchange[4]. In comparison, intercaruncular tissue is highly glandular and responsible for early nourishment of the embryo through secretions of large molecules into the uterus [67-69]. The magnitude of some of these gene expression changes differs considerably between the two tissue types. 

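Over the 754 probes past the threshold in both tissues, the change was larger in caruncular endometrium for 586 (77.7%, jackknife standard error 7.83). The median ratio of the changes, caruncular over intercaruncular, was 1.19 (jackknife standard error 0.08). For the 507 probes that rose in both tissues the median ratio was 1.27, and for the 247 that fell it was 1.04. With each cow left out in turn the share stayed between 72.9% and 81.5%. The share moved most with the slide as a fixed block, to 95.3% of 43 probes.

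**Figure D2:**
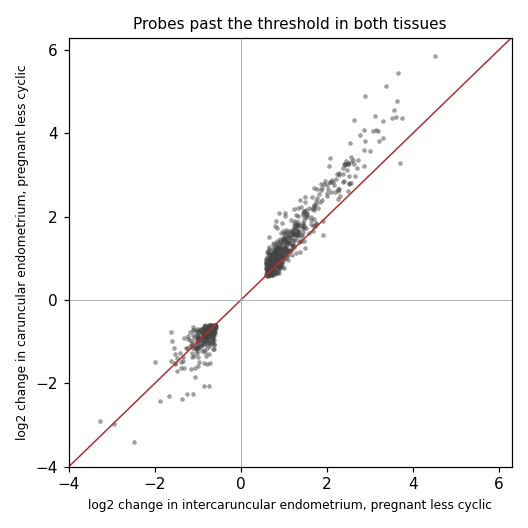
Change of the 754 probes past the threshold in both tissues on the log2 scale, in caruncular (vertical axis) against intercaruncular endometrium (horizontal axis), with 1 point per probe and a line where the changes are equal. Of these probes 586 lie farther from 0 on the caruncular than on the intercaruncular axis.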

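RSAD2 was read from 2 probes. The probe with the higher signal (A_73_112930) rose by 5.85 on the log2 scale (standard error 0.42, adjusted p = 6.34e-10) in caruncular endometrium, the largest change of any probe there. In intercaruncular endometrium it rose by 4.53 on the log2 scale (standard error 0.28, adjusted p = 8.28e-11), again the largest change. In both tissues 12 of 12 pregnant cows lay above every cyclic cow. The second probe (A_73_109081) rose by 5.46 on the log2 scale (standard error 0.30, adjusted p = 1.62e-11) and by 3.65 (standard error 0.32, adjusted p = 2.89e-08). Over both tissues of a cow together the changes were 36.5-fold and 23.5-fold.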

RSAD2 is the most differentially expressed gene (23 fold up-regulated in pregnant animals) in the comparison of pregnant versus cyclic animals. In this comparison, RSAD2 is 3 fold more differentially expressed in caruncular than it is in intercaruncular tissue. This difference occurs in most of the genes discussed. 

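The rise of RSAD2 differed between the tissues by 1.33 on the log2 scale for the first probe (adjusted p = 0.507) and by 1.81 for the second (adjusted p = 0.215). Neither difference passed by limma over the 44 samples. With the cow as a fixed replicate block both passed, with adjusted p of 0.0252 and 0.00516.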

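Among the genes of Table S2, 24 of 26 of interferon signalling changed more in caruncular than in intercaruncular endometrium, as did 10 of 11 of the complement system, 9 of 10 of antigen presentation and 19 of 22 of pattern recognition. Of 22 interferon signalling genes past the threshold in both tissues the median ratio of the changes was 1.31. The SD between cows of one state had a median ratio of 1.01 for these genes and 0.971 over all probes tested. From the larger change in caruncular tissue, the paper proposes that it reflects the role of this tissue in implantation.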

The larger difference in gene expression seen in the caruncular tissue (indicating a greater response to pregnancy), may reflect the role of this tissue in implantation. The caruncules, being the site of embryo attachment may demand more extreme gene expression changes that promote tolerance to the embryo, allowing it to form a closer physical relationship without immunological attack.

## Conclusion

The maternal immune system is actively surveying the uterine environment during early pregnancy. The embryo modulates this response, inducing expression of molecules in the endometrium that function to suppress the immune response and/or promote tolerance to the embryo. The current study demonstrates this response with widespread upregulation of immune response pathways. During this period of immune suppression the endometrium would be expected to be susceptible to infections; the endometrium must, therefore, actively express specific molecules for defence against foreign pathogens. Upregulation of genes of the innate immune response including antimicrobial response genes support this hypothesis. This system requires intricate control through expression of protective inhibitors in the endometrium, and raises the question of whether the embryo expresses these same inhibitory molecules.

## Methods

### Animals

All Procedures were undertaken with the approval of the Ruakura Animal Ethics Committee (Hamilton, New Zealand). The estrus cycles of 22 lactating dairy cows were synchronized and 12 of these received embryo transfer on day 7 of the estrus cycle. Embryos were at the blastocyst stage of development and of grade 1 quality. Animals were slaughtered at day 17 of the reproductive cycle and endometrial tissues (both caruncular and intercaruncular) were sampled. There were 12 pregnant and 10 cyclic animals representing mixed New Zealand and North American ancestry Holstein Friesian dairy cows. Further details, including production data is provided in Meier et al 2009[70].

### RNA Extraction

Tissues were homogenized in Qiagen buffer RLT (QIAGEN GmbH, QIAGEN Strasse 1, 40724 Hilden, Germany) using Fastprep Lysing Matrix D tubes in a FastPrep instrument (MP Biomedicals, 29525 Fountain Pkwy, Solon, OH 44139).

Total RNA was extracted using a Qiagen RNeasy kit (Qiagen). RNA quantity was determined by spectrophotometry using a Nanodrop ND-1000 (Nanodrop Technologies, Wilmington, DE). RNA integrity was assessed with the Agilent 2100 Bioanalyzer with a RNA 6000 Nano LabChip kit (Agilent Technologies, Palo Alto, CA).

#### Microarray

One μg of RNA was amplified using the amino Allyl MessageAmp ™ aRNA Kit (Ambion, 2130 Woodward St, Austin TX, 78744) to generate amino allyl modified aRNA for use in microarray hybridization. The aRNA quantity was measured by spectrophotometry using a ND-1000 (Nanodrop Technologies, Wilmington, DE).

Five μg of aRNA was then vacuum dried and labeled with Cy3 and Cy5 NHS ester (Amersham Cy3 and Cy5 Mono-Reactive Dye Packs, GE Healthcare UK Ltd., Little Chalfont, Buckinghamshire). Labeled aRNA was then purified on column. Labeling efficiency was determined by spectrophotometry using the Nanodrop 1000.

825 ng of Cy3 and Cy5 labeled and fragmented aRNA were added to Agilent 44 k 60-mer oligonucleotide microarrays (G2514F), hybridized overnight (17 hours), washed and air dried according to the manufacturer's instructions (Agilent Gene Expression Hybridization Kit 60-mer oligo microarray protocol version 4.0). Arrays were scanned using the Agilent DNA microarray scanner.

### Hybridization design

A total of 44 microarrays were used in this study, one for each tissue type of the 22 animals. A reference sample was utilized, made from equal amounts of RNA from each endometrial sample analyzed (22 caruncular and 22 intercaruncular samples). This pooled sample was used as a 'reference' in each array hybridization. The reference sample was labeled with the Cy3 NHS ester dye, while each individual sample was labeled with the Cy5 NHS ester dye.

### Data analysis and statistics

Agilent feature extraction software version 7.1 was used to analyse the scanned Agilent microarray. The 44 scanned microarray image files were uploaded to the feature extraction software. Using a design file (015354), the feature extraction software locates features and converts the extracted data from each feature into a quantitative log ratio. The software removes pixel outliers, performs statistical tests on the non outlier pixels, subtracts background from features and flags any outlier features. The software was then used to perform a LOWESS (locally weighted linear regression analysis) dye normalisation and to calculate a p-value for each feature.

Data analysis was performed with Genespring GX 7.3.1. (Agilent, Palo Alto, CA, USA). Microarray data were imported into Genespring using Agilent's two-color 'Enhanced FE' import scenario which included 'Per Spot: Divide by control channel' and 'Per Chip: Normalize to 50th percentile' normalization steps.

Filters applied to the data to improve the quality of the normalized dataset included; firstly, filtering 'on flags' to ensure any probes that were not deemed 'present or marginal' (according to feature extraction spot quality guidelines) in at least 22 of the 44 arrays were omitted from analysis; secondly, probes that did not have a minimum threshold of 80 raw intensity units in at least 22 of 44 arrays were also omitted from analysis (15,833 probes passed this filter). The raw intensity cut off value of 80 was determined based on the base over proportional (C = a/b) calculation, which is generated by plotting the standard deviation of normalized values against the control values. The point at which the curve flattens out is where the data measurement becomes reliable or where C (control strength) = a/b (where a = base and b = the proportional coefficient).

Differentially expressed probes were identified using a T-Test, including a Benjamini-Hochberg false discovery rate multiple testing correction (MTC). For probes that were not annotated, full length transcripts were identified where possible by querying microarray probe sequences against the bovine genome (Btau3,1) using NCBI BLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Microarray data was submitted to NCBI gene expression omnibus (GSE19140).

#### cDNA Synthesis

One μg of an RNA sample was used for cDNA synthesis using the Invitrogen Superscript III Supermix kit (Invitrogen, Carlsbad, California, USA). Total RNA was transcribed according to the manufacturer's instructions using 27 μM of random pentadecamers. Briefly, RNA and random primers were mixed and denatured at 65°C for 5 minutes, followed by 1 minute on ice. Annealing buffer and Superscript/RNase was added to samples and incubated for 10 minutes at 25°C (primer annealing), followed by 50 minutes at 50°C and 5 minutes at 85°C to inactivate the enzyme. Reverse transcription controls were performed, whereby the above process was completed without the addition of superscript enzyme.

#### Quantitative Real Time PCR

Real time PCR using the Roche Lightcycler 480 was performed using the Roche real time PCR master mix (Lightcycler 480 Probes Master) in combination with Roche Universal Probe Library (UPL) assays (Roche diagnostics, Indianapolis, IN, USA). Assays were designed using Roche UPL design software. All assays were designed to span an intron-exon boundary.

The PCR reaction volume was 10 μL, consisting of 0.5 μM of each primer and 0.1 μM of probe. Standard cycling conditions were used [95°C for 10 minutes, (95°C for 10 seconds, 60°C for 30 seconds) × 50 cycles, 40°C for 40 seconds].

Each PCR experiment included a reaction in which template was replaced by water, and a reaction omitting reverse transcriptase as controls. Triplicate measurements were performed for all samples and standard curves. The percent coefficient of variation (%CV) for Cps was calculated for each sample. All samples for each gene were run on the same plate.

### Absolute quantification

The Roche Lightcycler 480 software was used to perform absolute quantification analysis of gene expression using the standard curve second derivative maximum analysis method, which is a non-linear regression line method. A six point standard curve was used with a starting concentration of 1 and final concentration of 1.6E-03.

### Relative quantification

The Roche Lightcycler 480 Software was used to perform quantification using the 'advanced relative quantification analysis' algorithm. Two endogenous control genes were used to normalize the data, taking the geometric mean of the normalized ratio of target gene to each reference gene [71]. A calibrator sample was then used as a control, whereby each calculated expression value was normalized to the calibrator sample.

The RT-PCR results were compared to those obtained using the microarray for five differentially expressed genes (OXTR, IDO, SPP1, OAS2, and CXCL11). Correlation coefficients were calculated for all genes to compare the calculated gene expression data from qRT-PCR and the microarray data. Genes for RT-PCR were selected based on two criteria. Biological significance and fold change.

#### Gene function and pathway identification

Differentially regulated genes were annotated with biological and molecular functions using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) Classification System (http://www.pantherdb.org/) [72]. Ingenuity pathway analysis (IPA - Ingenuity^® ^Systems, http://www.ingenuity.com) was used for biological network generation and functional analysis.

Gene lists containing differentially expressed genes for each comparison (pregnant versus cyclic, caruncular pregnant versus caruncular cyclic, and intercaruncular pregnant versus intercaruncular cyclic, 1.5 fold differential expression, P-value ≤ 0.5, Benjamini-Hochberg FDR MTC) were used for analyses. The human homologue corresponding to the bovine gene representing each transcript identified as being differentially expressed was used.

For Ingenuity pathway analysis, the above gene list was uploaded and a core analysis was performed. The default background (ingenuity knowledge base) was used for all analyses. Each gene in the uploaded list was assessed for network eligibility (determined by the representation of the gene in the Ingenuity pathway knowledge base). Each eligible gene was then mapped using the data contained within the Ingenuity knowledge base. Networks were generated based on connectivity of each of the genes, and a score (p-value calculation) was assigned based on likelihood that these genes are part of a network and did not associate due to random chance. This score was then used to rank each of the generated networks. Molecules that are known to have direct and indirect associations were used for network generation.

IPA was also used to identify significant 'biological functions'. A Fischer's exact test was used to calculate the probability that the assigned biological function was not due to random chance.

Canonical pathways contained within the IPA database were used to identify pathways that were significantly enriched in the dataset. The ratio of genes associated with each canonical pathway to the total number of genes in that pathway was calculated, and a Fisher's exact test was used to test the probability that the association of these genes was significant.

## Authors' contributions

CGW was involved in experimental design, performed the experimental work and statistical analysis, and drafted the manuscript. SM designed the animal trial, carried out sample collection, acted as project manager and obtained funding for the project. MDL was involved in experimental design, critical analysis of the manuscript, and general supervision of the project. KL designed the microarrays and was involved in critical analysis of the manuscript. JRR was involved in critical analysis of the manuscript and general supervision of the project. MDM was involved in experimental design, critical analysis of the manuscript and general supervision of the project. All Authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Table S1: List of differentially expressed genes between pregnant and cyclic animals (≥ 1.5 fold change in expression; P-value < 0.05, Benjamini-Hochberg MTC). Click here for file

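Table S1 lists, for each probe, the fold change between pregnant and cyclic animals in each tissue. Of its 2206 rows the first 1689 were held here, so no count or test is given for the whole table. In the part held, 1508 of 1689 probes with a caruncular fold change passed the filter used here. All 1508 changed in the direction that the table gives, and 1302 passed the threshold. Of the others, 133 had an adjusted p above 0.05 and 73 changed by less than 1.5-fold. In intercaruncular endometrium 670 of 738 probes passed the filter, 668 of them passed the threshold, and all 670 changed in the direction that the table gives.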

Additional file 2 **Table S2: Top canonical pathways identified using IPA.** *Interferon stimulated genes not previously identified in the bovine endometrium. 

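Table S2 gives fold changes as ratios, with a minus sign for genes lower in pregnant animals, and leaves a tissue empty where the gene was not called. Of 99 of its fold changes compared with the values here, 3 differed by more than the larger of 1.5 times and the SD between cows. CFB had a fold change of 1.97 in caruncular and 1.51 in intercaruncular endometrium, and PIK3R1 of -1.01 (adjusted p = 0.968, in 5 of 12 pregnant cows below the mean of cyclic cows) in caruncular endometrium. With normexp and loess the sign of PIK3R1 changed, to 1.01. The other 2 probes for PIK3R1 gave 1.98 and 1.92 in caruncular endometrium, past the threshold. MYD88 rose by 0.30 on the log2 scale (standard error 0.07, adjusted p = 0.0041) in caruncular endometrium, below the threshold in size, in 12 of 12 pregnant cows, and its second probe rose by 0.63 (adjusted p = 0.00557) and passed. CREB1 rose by 0.71 on the log2 scale (standard error 0.15, adjusted p = 0.00132), in 12 of 12 pregnant cows, and its second probe changed by 0.20 (adjusted p = 0.162). CCL4 of Table S3 rose by 1.23 on the log2 scale (standard error 0.23, adjusted p = 0.000539) in caruncular endometrium, in 12 of 12 pregnant cows, and with the slide as a fixed block it changed direction, to -0.08 (adjusted p = 0.971).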

Click here for file

Additional file 3 Table S3: Genes identified as relating to immunity and defence through PANTHER analysis Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

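Gene expression was measured in caruncular and intercaruncular endometrium of 22 dairy cows on day 17 of the reproductive cycle, 12 of them pregnant after transfer of an embryo on day 7 and 10 cyclic. The labels give an embryo size (7 large, 5 small) and a fertility class (6 fertile, 6 sub-fertile) for the pregnant cows. Each of the 44 samples was labelled with Cy5 and hybridised to a 2-colour Agilent oligonucleotide array against a Cy3-labelled pool of all samples. The caruncular samples of 4 cows were hybridised again, which makes 48 arrays, 26 of caruncular and 22 of intercaruncular tissue, on 12 slides in 3 scan batches. The design has no dye swap. Of the slides, 4 arrays each, most hold cows of 1 state, and 1 slide per tissue holds 3 pregnant cows and 1 cyclic cow among the samples as used here.

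The scanner files hold spot intensities that the authors extracted with Agilent Feature Extraction, which subtracted the background, flagged outlying spots and normalized the dyes by LOWESS within each array, per the file headers. The headers give version 9.5.3.1 of that software, and the paper gives version 7.1. The log10 ratios in these files are, per the file headers, the dye-normalized Cy5 signal over the dye-normalized Cy3 signal of each spot. The authors' deposited matrix holds log2 values, as deposited the logarithm of a probe's mean normalized Cy5 signal over its mean normalized Cy3 signal without further centring, which was checked against the scanner files. In 40 of 48 columns the 2 sources were equal on every probe to within 1e-05 on the log2 scale. In the other 8 the SD of the difference was at most 0.09, and the largest difference on 1 probe was 1.33.

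The log10 ratios were taken to log2 and averaged over the 2 spots of a probe (6 spots for 10 of 21475 probes). The median over all probes was subtracted from each array, and the 2 arrays of a repeated sample were averaged, so that the cow is the replicate. A probe was tested when its sample signal was well above background and at least 80 units in at least 22 of 44 samples, which held for 14717 probes. Symbols came from the description of the array (15344 probes), and accessions (3524 probes) and gene numbers (10098 probes) were matched to the reference table. A median of 71.5% of spots was well above background in caruncular arrays of pregnant cows, 71.7% in those of cyclic cows, 72.6% in intercaruncular arrays of pregnant cows and 70.0% in those of cyclic cows. The median SD between the arrays of a repeated sample was 0.06 on the log2 scale, against 0.27 between cyclic and 0.25 between pregnant cows. On simulated data with 200 changed probes, limma recovered 58.2% of 1.5-fold and 98.5% of 4-fold changes in caruncular tissue, and 70.1% and 100% in intercaruncular tissue, with 8 and 6 unchanged probes called.

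Pregnant and cyclic cows were compared in each tissue, and on the mean of a cow's 2 tissues, by limma 3.58.1 (lmFit, eBayes) in R 4.3.3. The threshold was a change of at least 1.5-fold and a Benjamini-Hochberg adjusted p under 0.05. A difference of the effect between the tissues was tested as an interaction in a fit of the 44 samples without a term for the cow. The interaction, embryo size and the fertility class were called at an adjusted p under 0.05 alone. The gene lists of Tables S2 and S3, chosen by the study on these samples, were described by their medians and counts and tested with camera (preset and estimated correlation) and fry. Lists of marker genes for conceptus (trophoblast), T lymphocytes, NK cells, B lymphocytes and plasma cells, macrophages and monocytes, all leukocytes, smooth muscle, stroma, endothelium, epithelium, ciliated epithelium, red cells and the response to progesterone and oestrogen were written without sight of the values. Results of limma were set against up to 100 other splits of the cows into groups of the same sizes, drawn with a fixed seed. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and data.table 1.17.8, were used for tables and figures.

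The comparisons, the alternatives and the rule for naming genes were set before the data were examined. The alternatives were background correction by normexp (offset 50) with loess, no centring, no filter, a stricter filter (13656 probes), Welch's version of the methods' t-test with and without adjustment, the first or the repeat array alone, the slide as a fixed or a random block, the scan date as a fixed block, the deposited matrix, all 44 samples in 1 fit, the 44 samples as separate replicates, the cow as a fixed or a random replicate block, the ratio of arithmetic means, the most changed probe of a gene in Table 1, each other label as a covariate and, for embryo size, each cow left out in turn. Chosen after the data were seen were each array as a replicate (also with the deposited matrix and a t-test with equal variances), the cow as a random replicate block for both tissues together and the slide as a fixed block for embryo size and fertility.

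Genes are named when the paper names them in its results, discussion, Figures 2 and 3 or Tables 1, S2 and S3, when they are among the 5 largest rises or falls past the threshold in a tissue or the 5 smallest p for the interaction, embryo size or fertility, or when they are on a marker list. Not all genes that meet this rule are described one by one, such as PLXNA2 among the falls in intercaruncular tissue. The same holds there for LOC516589, ODF2L, TMEM45B, PPP2R2C and CD93 by embryo size and STC1, PSPH and RNPS1 by fertility. Of the genes the paper names, 5 are not reported here one by one, and they stay in the lists and counts of probes. Of several probes of a gene, the one with the highest mean signal among those passing the filter is given, and the others where they disagree. Several readings of the filter in the methods were counted against the number of probes the paper gives, and the reading set beforehand was kept. Of Table S1 the first 1689 of 2206 rows were held. The network and functional analyses of the paper and its qRT-PCR values were not analysed here.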

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

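The tests of slides, of a spoiled array and of less epithelium for the cow described first, and for embryo size the tests of 1 cow, of a larger response and of the slides of 4 cows and the fit with the slide as a fixed block, were chosen only after the result was seen.

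Each named gene was examined for a cyclic cow far from the other 9 in either tissue. Such a cow was found in 26 of 230 groups (11.3%), where chance gives about 1 in 20. In 20 of the 26 it was the same animal, called cow A here, and in 6 another. In caruncular tissue the log2 ratio of cow A was the lowest of 10 for IFIT1 (-4.73), FADD (-2.66), CASP8 (-2.13), LGALS9 (-2.54), LGALS8 (-1.73) and IRF3 (-0.92), and the highest for TYK2 (0.61), FCGR1A (0.0327) and LBP (-3.26). In intercaruncular tissue it was the lowest for IRF9 (-2.02), MX1 (-2.90), MX2 (-3.87), IFIT1 (-4.71), OAS2 (-3.34), TAP1 (-1.65), C1QB (-1.66), C1QC (-1.69), FADD (-2.97) and DDX58 (-3.39), and the highest for PIK3R1 (0.93). Of the other 6, a second cyclic cow was the highest for OAS1 (-1.48) in caruncular and the lowest for IL15 (-1.27) in intercaruncular tissue. Another was the highest in caruncular tissue for ISG15 (-1.95) and WARS1 (-1.07), another the lowest for CCR2 (-0.21) there, and another the lowest for IL18BP (-0.69) in intercaruncular tissue. These 6 are fewer than chance would give, and no explanation was tested for them.

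Over all probes, cow A stood apart from the other cyclic cows in 2751 of 14686 probes in caruncular and 1034 of 14391 in intercaruncular tissue, of 3161 and 1682 with any outlying cow. Its differences from their mean had an SD of 0.80 and 0.66. The tables argue against a difference between slides, since the other arrays on its slide repeated samples of 2 other cows and differed from the first arrays by an SD of at most 0.148. They argue against 1 spoiled array, since its differences in the 2 tissues had a correlation of 0.627. They argue against less epithelium as the whole cause in caruncular tissue, since the list for endothelium lay -3.47 SDs from the other cows there. In intercaruncular tissue it lay -1.47 SDs from them. Less epithelium as a part stays open. The list for epithelium lay -1.72 and -2.23 SDs from the other cows in the 2 tissues, and that for ciliated epithelium -3.52 and -0.593. That for stroma lay 2.66 SDs above them in caruncular and 3.75 SDs above them in intercaruncular tissue. That for smooth muscle lay -0.993 and -2.34 SDs from them. The labels give no condition that sets this cow apart, so no biological explanation was tested. Handling of RNA for the cows hybridised only in the last scan batch stays open as well. Without cow A the counts were 1493 probes in caruncular and 1165 in intercaruncular tissue, and 748 in both. The changes of single genes are not given without cow A, and those of FADD and LGALS8 are enlarged by it.

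The effect of pregnancy differed between the tissues by 1.00 on the log2 scale for CB449833, 1.99 for MX2 and 1.61 for MAPK8IP1, tested as an interaction in limma. The last rests on 8 pregnant and 4 cyclic cows with a value in intercaruncular tissue. With the cow as a fixed replicate block 152 probes passed. In 2 of 100 splits of the cows, the real one included, the interaction passed in as many probes, though the other one gave 33 against the real 3. With the cow block 1 of 100 did, and the largest other count was 76. Other groupings of the cows are thus excluded for the 152 probes, and for the 3 only by the number of splits, not by their size. Apart from the 2 slides of the last batch, which hold both tissues, the tissues were hybridised on separate slides and scanned in separate batches, so tissue and batch cannot be told apart as a source of ratios on a wider scale in caruncular tissue. Over probes past the threshold in both tissues, the median ratio of the effects exceeded that of the SDs between cows by 0.155 (jackknife standard error 0.101), which does not decide between them. A difference between the tissues themselves stays open as untested.

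The paper does not compare the pregnant cows by the size of their embryos. In intercaruncular tissue 545 probes differed between 7 cows with large and 5 with small embryos (limma, adjusted p under 0.05), of which 233 were higher with large embryos. Over both tissues 1 probe differed, that of FLJ44060, which fell by 0.66 with large embryos (adjusted p = 0.0288, in 7 of 7 cows). Over its alternatives the smallest adjusted p of that comparison lay between 0.00681 and 0.0583, cows left out aside. In caruncular tissue limma and Welch's t-test called 0 probes, with 1020 and 855 at an unadjusted p under 0.05. Of 100 splits of these cows, the real one included, 1 gave as many probes in intercaruncular tissue, where the largest other count was 63. Other groupings are thus excluded for intercaruncular tissue. Over both tissues 6 of 100 did, with up to 549 probes, and they are not excluded there. In caruncular tissue the real count of 0 is reached by 100 of 100 splits by construction, which tests nothing.

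For the 545 probes the tables argue against a difference between slides, since 100% of them kept their direction with the slide as a fixed block (87.8% of all probes did) and 406 still passed. They do not settle how far single cows carry the count. It was lower without any of 10 cows, 34 at the lowest and 381 at the highest, and higher without the other 2, at 644 and 1878. The lowest counts lie below the 63 of another split, so 1 cow as the cause is not excluded. A larger response to pregnancy in cows with a large embryo fits as well and stays open. Over the probes past the threshold for pregnancy, the change from small to large embryos pointed the same way in 92.0%, a share reached in 2 of 100 splits. Embryo size itself, and the age or state of the cows that goes with it, stay open as untested.

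By the fertility class 7 probes differed in intercaruncular tissue and 2 over both tissues, PCK1 and TFAP2C. PCK1 was higher in fertile cows by 1.12 (adjusted p = 0.00764, in 6 of 6 cows), and TFAP2C fell by 1.54 (adjusted p = 0.0251, in 6 of 6 cows). The smallest adjusted p for both tissues lay between 0.0117 and 0.202 over the alternatives. In caruncular tissue limma and Welch's t-test called 0 probes, with 2026 and 1865 at an unadjusted p under 0.05. As many probes were called in 1 of 100 splits in intercaruncular tissue and 3 of 100 over both tissues, where the largest other count was 47. The 0 of caruncular tissue is reached by 100 of 100 splits by construction, which tests nothing. The 4 pregnant cows of one slide were fertile and the 3 of another sub-fertile, so class and slide are largely confounded. Once the slide was a fixed block 0 probes passed in limma, with 1324 in intercaruncular tissue and 1092 over both at an unadjusted p under 0.05. Fertility and slide cannot be told apart for these probes.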

How the results depend on the processing

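Each array as a replicate and, for embryo size and the fertility class, the slide as a fixed block were tried only after the results were seen. The other alternatives were planned.

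The counts of probes past the threshold were 848 to 1243 in intercaruncular and 1269 to 1693 in caruncular tissue over normexp and loess, both filters, the t-test of the methods, the first or the repeat array, the scan date as a fixed block, the deposited matrix and 1 fit of 4 groups. In each of these every probe of the 1473 and 1071 that was tested kept its direction. Subtracting the array median or leaving it out gave the same values, so that alternative tests nothing.

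The fixed block for the slide lowered the counts to 58 in caruncular tissue, 129 in intercaruncular tissue, 121 over both and 43 shared. By its construction it compares the states on 1 slide per tissue, with 3 pregnant cows and 1 cyclic cow, which lowers the power. How much of the loss comes from the slides themselves was not tested. Of the 1473 and 1071 probes, 52 and 88 remained past the threshold, and 1351 and 957 kept their direction. The random block for the slide lowered the count in intercaruncular tissue from 1071 to 656, and 616 of its probes remained. In caruncular tissue 1084 of 1473 remained. The share of shared probes with a larger effect in caruncular tissue rose to 95.3% with the fixed block.

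The interaction of tissue and pregnancy passed in 3 probes, and in 11 without the filter, 6 with the repeat array, 8 with the scan date as a fixed block, 1 with the slide as a fixed block and 10 with each array as a replicate. It passed in 152 probes with the cow as a fixed and 426 with the cow as a random replicate block, which removes the spread between cows from the test. By Welch's t-test it passed in 0 probes, with 1056 without adjustment, and with the slide as a random block in limma in 0, with 223 at an unadjusted p under 0.05. The cause of the other changes was not tested.

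For embryo size in intercaruncular tissue 545 probes became 319 without the filter, 190 by Welch's t-test, 878 with the slide as a random and 1088 with the slide as a fixed block. With each cow left out in turn the count ranged from 34 to 1878. It fell by more than 1.5 times without each of 9 cows (34, 50, 53, 65, 144, 203, 206, 276 and 343 probes) and rose to 1878 without 1 cow with a large embryo. Over both tissues 1 probe became 0 by Welch's t-test, with 2039 at an unadjusted p under 0.05, and 98 with the slide as a fixed block. With a cow left out it ranged from 0 to 688 in limma, with 688 without that same cow and 167 without 1 cow with a small embryo. For fertility in intercaruncular tissue 7 probes became 4 without the filter, 3 with the slide as a random block, 0 by Welch's t-test (1808 unadjusted) and 0 in limma with the slide as a fixed block (1324 unadjusted). Over both tissues 2 became 7 with normexp and loess, 1 without the filter, 1 with the slide as a random block, 0 by Welch's t-test (1878 unadjusted) and 0 in limma with the slide as a fixed block (1092 unadjusted). The cause was not tested.

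Of the genes of Table 1, OAS2 passed under every alternative run. OXTR, with the slide as a fixed block, was -2.16 in caruncular tissue, -0.44 in intercaruncular tissue and -1.30 over both, SPP1 1.43, 1.91 and 1.67, CXCL11 2.00, 2.40 and 2.20, and IDO1 2.46, 2.21 and 2.34, and none of these passed. SPP1 was, with the slide as a random block, 2.33, 1.59 and 1.92 and did not pass. The cause of these changes was not tested.

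In limma with the slide as a fixed block, the genes past the threshold in caruncular and intercaruncular tissue numbered 7 and 11 for interferon signalling, 4 and 5 for activation of IRF, 4 and 5 for pattern recognition, 6 and 9 for immunity and defence, 0 and 0 for antigen presentation and 0 and 0 for complement. At an unadjusted p under 0.05 there were 19 and 20, 9 and 8, 10 and 9, 30 and 35, 6 and 6, and 1 and 0. Complement in intercaruncular tissue fell from 5 to 3 genes with the slide as a random block.

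Of 488 values of named genes, 238 no longer passed with the slide as a fixed block, 3 newly passed and 75 changed sign, 68 of them below the threshold in both fits. The other 7, which are among the 238, were SERPINA1 (0.46), CCL4 (-0.0800) and CLDN4 (-0.44) in caruncular tissue and LGALS12 (0.12), KRT7 (0.43), KCNK12 (1.36) and WNT6 (0.32) in intercaruncular tissue. By the random block for the slide 45 no longer passed and 3 newly did, with normexp and loess 14 and 4, with the deposited matrix 5 and 8, and with each array as a replicate 2 and 11. The signs that changed in these numbered 8, 6, 7 and 2, all below the threshold in both fits. Some genes given above as past the threshold thus failed in an alternative other than the slide as a fixed block. In intercaruncular tissue the highest adjusted p over these was 0.103 for FAS, 0.0983 for IL7 and 0.0774 for TGFB1. In caruncular tissue it was 0.158 for IL1B and 0.0878 for HLA-G. The median change of all probes stayed within 0.05 of 0 on the log2 scale in each setting.

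Signal over background limits the reading of dim genes. The median was 22.9 and 21.9 in caruncular and 15.4 and 11.7 in intercaruncular arrays of pregnant and cyclic cows. STAT2, OAS1, CXCR3 and CCR2 did not pass the filter, and their changes are uncertain in size. The same holds for genes such as CCL11 and IFIT2 that few arrays of cyclic cows measured above background.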

Differences from the paper's values

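The values that differ are 3 of 99 fold changes compared from Table S2. None of 28 values in the text of the paper differed by the same rule, which allows the larger of 1.5 times and the SD between cows. That SD is wide for some genes. For IDO the paper gives 15.25 in Table 1 and 5.7 in its discussion, neither with a tissue named. The value over both tissues here is 7.37, and the fold change in intercaruncular tissue given above lies closer to 5.7. With the slide as a fixed block the value over both tissues is 5.05, which differs from the value of Table 1 by the rule. For RSAD2 the paper gives 23 and the value here is 36.5, with 23.5 for its second probe.

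For CFB in caruncular tissue the paper gives 3.6-fold in Table S2, and the value here is 1.97. All the alternatives set before the data were examined differ too, with values from 1.87 to 2.00. For CFB in intercaruncular tissue the paper gives 2.5-fold and the value here is 1.51. Taking the slide as a fixed block (1.95) or a random block (1.57) gives a value that does not differ by the rule, and with the other alternatives set before the data were examined it does. For PIK3R1 in caruncular tissue the paper gives 1.85-fold and the value here is -1.01. All the alternatives set before the data were examined differ for this probe, and its sign changes with normexp and loess (1.01) and the first array (1.00). The other 2 probes for PIK3R1 changed by 1.98-fold and 1.92-fold.

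The paper states that most of the genes that differ are shared by the tissues. Its own counts place most of the caruncular transcripts in that tissue alone, so the difference here is from its wording. Of 1790 probes past the threshold in at least 1 tissue here, 42.1% passed in both. Of the probes of caruncular tissue 51.2% passed in both, and of those of intercaruncular tissue 70.4%.

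The paper places the rise of PTX3 above all in the caruncules. Here it was 1.32 in caruncular and 1.37 in intercaruncular tissue, and neither passed. It passed in intercaruncular tissue with the stricter filter, the scan date as a fixed block (1.35) and the deposited matrix (1.39), and in caruncular tissue with each array as a replicate (1.66), a setting chosen after seeing the values.

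The paper limits the rise of LGALS3BP to caruncular tissue, and here it passed in both, with changes of 1.05 and 0.73 on the log2 scale.

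The paper describes FADD as raised in both tissues, and here it rose by 0.63 and 0.71 without passing. FADD passed in both tissues with the scan date as a fixed block (0.61 and 0.69) and the deposited matrix (0.66 and 0.72), in intercaruncular tissue with normexp and loess (0.60) and the stricter filter, and in caruncular tissue with each array as a replicate (0.62), a setting chosen after seeing the values.

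The paper reports TAP2 as raised in pregnant animals, and here it did not pass. TAP2 passed in caruncular tissue with normexp and loess (0.62), the repeat array (0.60), the slide as a random block (0.59), the deposited matrix (0.59) and each array as a replicate (0.60), of which the last was chosen after seeing the values. The paper describes MUC1 as lowered, LYZ as raised and SERPINB11 as differing, and here none of the 3 passed. With each array as a replicate, a setting chosen after seeing the values, MUC1 (-0.65), LYZ (1.08) and SERPINB11 (-0.85) passed in caruncular tissue.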

Other observations

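The tests of scan dates, of the arrays behind Table S1, of shared probes in other splits of the cows and of the slides of 4 pregnant cows were chosen only after the result was seen.

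Repeat arrays aside, pregnant and cyclic cows lay on separate slides apart from 1 slide per tissue. A difference between slides as the whole cause of the differentially expressed probes has values against it. Of the probes called on the other slides, 84.1% in caruncular and 78.1% in intercaruncular tissue pointed the same way on the slide with both states. The share was 91.2% and 91.0% for rises, and only 75.0% and 64.3% for falls (687 and 529 probes). Draws of 3 pregnant cows and 1 cyclic cow from all cows of a tissue gave medians of 94.2% and 91.4%, with lowest values of 81.8% and 71.0%. These draws did not leave out the cows of the shared slide. Among slides of 4 cows in the same state, 0 probes passed in limma in both pairs of caruncular slides, with 337 and 203 at an unadjusted p under 0.05 and 1.5-fold. In intercaruncular tissue 1 and 0 passed, with 612 and 455. Slides of different states differed in 128 to 2295 probes in caruncular and 66 to 2295 in intercaruncular tissue. With the scan date as a fixed block 1480 and 1145 probes passed. A part of the changes on the separate slides, of the falls above all, may still come from the slides. The changes on the shared slide were 0.605 and 0.643 times as large. These probes were chosen for passing on the other slides, which by itself tends to make their changes elsewhere smaller. The ratio was not compared with draws, so it does not measure that part.

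Of 100 splits of the cows into groups of 12 and 10, only the real one (1 of 100) gave as many probes in caruncular tissue, in intercaruncular tissue (1 of 100), over both tissues (1 of 100) and shared by both (1 of 100). The largest other counts were 1, 39, 2 and 0. Other groupings of the cows are excluded as the source of these counts.

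Differences from cyclic cows were larger on the slide with 3 large and 1 small embryo than on that with 1 large and 3 small. More cows with a large embryo on it may be the reason. Within slides, taken as a fixed block, the change from small to large embryos pointed the same way as that of pregnancy in 85.2% of the probes in caruncular tissue, a share reached in 8 of 99 splits, and in 86.5% in intercaruncular tissue, reached in 2 of 99. Slide and embryo size cannot be told apart for this difference, since the size of the groups leaves the caruncular test open.

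The caruncular fold changes in the part of Table S1 held, 1689 of 1689, equal ratios over all 13 arrays of pregnant and 13 of cyclic cows to within 0.0001 of their size, which is consistent with every array counted as a replicate there. With the mean of the 2 arrays of a repeated sample 4 of 1689 are equal, with the first array 2 and with the repeat array 5. In intercaruncular tissue, where no sample was repeated, 738 of 738 are equal.

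The larger effect of pregnancy in caruncular tissue could come from ratios stretched on these arrays. The excess of the ratio of effects over the ratio of SDs between cows was 0.155 (jackknife standard error 0.101), 0.240 (0.116) for rising probes and -0.0140 (0.100) for falling ones, and scale and effect cannot be told apart by it.

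The 2 tissues of 1 cyclic cow had a low correlation with each other over all probes (0.109, against 0.869 in the highest cow). Tissues of 2 different cows under 1 number have a value against them, since over 200 probes that mark a cow in the others the correlation was 0.632, and its own tissue ranked first, as in 22 of 22 cows. No biological explanation was tested.

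A greater number of leukocytes could add to the rise of interferon-stimulated genes. The interferon signalling list rose beyond each leukocyte list, by 0.64 (standard error 0.13) at the least, over the macrophage list in intercaruncular tissue, and by 0.89 to 2.04 over the others. The interferon list was drawn from genes that differed on these arrays, and the leukocyte lists were not. A larger rise of the interferon list (0.635 at the least) is thus favoured by the choice of genes. The comparison therefore cannot exclude leukocytes as the whole cause or as a part. The medians of the lists in caruncular and intercaruncular tissue were 0.78 and 0.60 for macrophages and monocytes, 0.63 and 0.40 for NK cells, 0.42 and 0.30 for all leukocytes, 0.18 and 0.20 for T lymphocytes and -0.04 and -0.32 for B lymphocytes and plasma cells. Of the 11 macrophage genes 10 passed the filter, and 1 (FCGR1A) is also in the lists of the study, as is 1 of 10 NK cell genes (KLRF1).

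The other lists had medians of -0.90 and -0.91 for smooth muscle, -0.04 and -0.46 for stroma, -0.43 and -0.48 for endothelium, -0.34 and 0.08 for epithelium, -0.67 and -0.00 for ciliated epithelium, -0.02 and -0.06 for the response to progesterone and oestrogen and -0.14 and -0.10 for red cells (1 gene). With camera and an estimated correlation none of the marker lists had an adjusted p under 0.05, the smallest being 0.179. With the preset correlation macrophages, NK cells, all leukocytes, endothelium and smooth muscle passed in both tissues and stroma in intercaruncular tissue.

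RNA of the conceptus in the tissue could add to the changes in pregnant cows. The trophoblast list had medians of -0.12 and -0.11, and the largest rise among its genes that pass the filter was 0.158, for PAG1 in caruncular tissue. Of 15 genes with a probe 12 did not pass the filter, and among these ELF5 fell past the threshold in caruncular tissue, by 1.50 (adjusted p = 0.00874 without the filter). With most of these genes near the floor of the signal, a small share of conceptus RNA cannot be told apart from none.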
